# Tra1 controls the transcriptional landscape of the aging cell

**DOI:** 10.1093/g3journal/jkac287

**Published:** 2022-10-31

**Authors:** Khaleda Afrin Bari, Matthew D Berg, Julie Genereaux, Christopher J Brandl, Patrick Lajoie

**Keywords:** chronological aging, yeast, SAGA complex, Tra1, peroxisomes

## Abstract

Gene expression undergoes considerable changes during the aging process. The mechanisms regulating the transcriptional response to cellular aging remain poorly understood. Here, we employ the budding yeast *Saccharomyces cerevisiae* to better understand how organisms adapt their transcriptome to promote longevity. Chronological lifespan assays in yeast measure the survival of nondividing cells at stationary phase over time, providing insights into the aging process of postmitotic cells. Tra1 is an essential component of both the yeast Spt-Ada-Gcn5 acetyltransferase/Spt-Ada-Gcn5 acetyltransferase-like and nucleosome acetyltransferase of H4 complexes, where it recruits these complexes to acetylate histones at targeted promoters. Importantly, Tra1 regulates the transcriptional response to multiple stresses. To evaluate the role of Tra1 in chronological aging, we took advantage of a previously characterized mutant allele that carries mutations in the *TRA1* PI3K domain (*tra1_Q3_*). We found that loss of functions associated with *tra1_Q3_* sensitizes cells to growth media acidification and shortens lifespan. Transcriptional profiling reveals that genes differentially regulated by Tra1 during the aging process are enriched for components of the response to stress. Notably, expression of catalases (*CTA1*, *CTT1*) involved in hydrogen peroxide detoxification decreases in chronologically aged *tra1_Q3_* cells. Consequently, they display increased sensitivity to oxidative stress. *tra1_Q3_* cell*s* are unable to grow on glycerol indicating a defect in mitochondria function. Aged *tra1_Q3_* cell*s* also display reduced expression of peroxisomal genes, exhibit decreased numbers of peroxisomes, and cannot grow on media containing oleate. Thus, Tra1 emerges as an important regulator of longevity in yeast via multiple mechanisms.

## Introduction

*Saccharomyces cerevisiae* has been extensively studied as a eukaryotic model for lifespan regulation since many of the underlying molecular mechanisms are conserved from yeast to mammals (Mortimer and Johnston 1959; Fontana *et al.* 2010; Kaeberlein 2010; Mirisola and Longo 2022). Chronological lifespan (CLS, defined as the extent of time nondividing cells survive in a nutrient-deprived environment; MacLean *et al.* 2001; Laun *et al.* 2006; Murakami *et al.* 2008) and replicative lifespan (the number of cell divisions before replicative senescence; Steinkraus *et al.* 2008) are 2 distinct experimental aging models (Laun *et al.* 2006). CLS experiments are carried out by culturing cells for a substantial period at the stationary phase. During chronological aging, yeast cells go through distinct growth phases: the mid-log phase, diauxic shift, and stationary phase. Each growth phase is illustrated by divergent metabolic activities and gene expression profiles, which are analogous to crucial characteristics of mammalian aging cells including cell cycle arrest, increased respiratory activity, and lipid and protein homeostasis (Tissenbaum and Guarente 2002; Beach *et al.* 2013, 2015; Medkour and Titorenko 2016; Chadwick and Lajoie 2019; Chadwick *et al.* 2020; Mohammad *et al.* 2020). Studies of yeast chronological aging have enabled researchers to identify several key pathways that regulate longevity (Longo and Fabrizio 2012) such as Ras/Pka (Longo 1999) and Sch9/Tor (Fabrizio *et al.* 2001) and the role of sirtuins (Kaeberlein *et al.* 1999), not only in yeast but also in other organisms.

How cells modulate their gene expression in response to stresses including aging involves all components of the transcriptional machinery. The recruitment of RNA polymerase II to promoters is tightly regulated by general transcription factors, gene-specific activators, and coactivators. Coactivators are multisubunit protein complexes that interface between general transcription factors and gene-specific activators (Kingston *et al.* 1996; Eberharter and Becker 2002; Helmlinger *et al.* 2011) and/or regulate modification of histone proteins and nucleosome remodeling (Roberts and Winston 1997; Rando and Winston 2012). Thus, coactivators play a vital role in global gene regulation. Spt-Ada-Gcn5 acetyltransferase (SAGA) and nucleosome acetyltransferase of H4 (NuA4) are prototypical multisubunit coactivator protein complexes that are conserved among eukaryotic organisms. SAGA and NuA4 contain lysine acetyltransferases Gcn5 and Esa1, respectively, which acetylate both histone and nonhistone proteins (Grant *et al.* 1997; Clarke *et al.* 1999; Steunou *et al.* 2014; Downey 2021). Transcriptome analyses for yeast strains lacking the SAGA components Gcn5 or Spt3 revealed that 10% of the stress-related genome is controlled by the SAGA complex (Huisinga and Pugh 2004). SAGA and NuA4 also participate in other non-transcriptional activities, such as telomere maintenance and DNA repair (Bird *et al.* 2002; Downs *et al.* 2004; Lin *et al.* 2008; Atanassov *et al.* 2009; Cheng *et al.* 2018, 2021). In addition, SAGA contains a deubiquitinating module (DUB) that includes the ubiquitin protease Ubp8 that cleaves ubiquitin from histone H2B (Henry *et al.* 2003; Morgan *et al.* 2016) and other targets. The additional targets for deubiquitination by the mammalian homolog of Ubp8, USP22, are particularly noteworthy for their role in cancer progression (Prokakis *et al.* 2021; Ning *et al.* 2022; De Luca *et al.* 2022).

Tra1 is uniquely found in both the SAGA and NuA4 complexes (Saleh *et al.* 1998; Grant *et al.* 1998; Allard *et al.* 1999). Tra1 belongs to the phosphoinositide-3-kinase-related kinase (PIKK) family, which includes ataxia telangiectasia mutated (ATM; Tel1 in *S. cerevisiae*), ataxia telangiectasia, and Rad3 related (ATR; Mec1 in *S. cerevisiae*), the DNA-dependent protein kinase catalytic subunit (DNA-PKc), mammalian target of rapamycin (Tor1 and Tor2 in *S. cerevisiae*), and SMG-1 (suppressor with morphological effect on genitalia family member) (Smith and Jackson 2003; Hill and Lee 2010; Shiloh and Ziv 2013). PIKK proteins have 4 common principal domains: an N-terminal **H**untingtin, elongation factor 3 (**E**F3), protein phosphatase 2A (PP2**A**), and **T**OR1 (HEAT), followed by FRAP-ATM-TRRAP (FAT), phosphatidylinositol 3-kinase (PI3K), and FRAP-ATM-TRRAP C-terminus (FATC) domains (Keith and Schreiber 1995; Bosotti *et al.* 2000; Mordes *et al.* 2008). Approximately, half of the Tra1 molecule consists of helical HEAT repeats and this section interacts with activator proteins to initiate transcription (Brown *et al.* 2001; Bhaumik *et al.* 2004; Knutson and Hahn 2011; Lin *et al.* 2012). A helical FAT domain located C-terminal to the HEAT repeats wraps the N-terminal section of the PI3K domain (Díaz-Santín *et al.* 2017; Sharov *et al.* 2017). At the C-terminus, PIKK family members share a highly conserved phosphoinositide-3-kinase (PI3K) domain. The PI3K domain consists of N- and C-terminal subdomains with a cleft between these 2 lobes, where ATP binds in the catalytically active PIKK family members (Huse and Kuriyan 2002; Taylor and Kornev 2011; Pavletich and Yang 2013). In all PIKK family members except Tra1/TRRAP, the PI3K domain regulates cell signaling by phosphorylating downstream target proteins. The PI3K domain of Tra1 lacks residues essential for ATP binding and phosphate transfer and therefore has no demonstrable kinase activity (Saleh *et al.* 1998; Nelson *et al.* 2006; Mutiu *et al.* 2007). Interestingly, however, mutation of conserved arginine residues to glutamine (termed *tra1_Q3_*) in the kinase cleft domain results in slow growth, increased stress sensitivity, and decreased transcription of SAGA-regulated genes supporting a role for this pseudokinase domain (Berg *et al.* 2018).

In light of the importance of epigenetic changes in aging (Booth and Brunet 2016; Kane and Sinclair 2019), the involvement of SAGA and NuA4 in stress response processes, and the unique role of Tra1 in both SAGA and NuA4 (Helmlinger *et al.* 2011; Cheung and Díaz-Santín 2019), we hypothesized that Tra1 contributes to longevity by regulating the transcriptional responses to stress associated with aging. Indeed, using a loss-of-function mutant, we find that Tra1 significantly alters the transcriptional landscape of the aging cell. Tra1 therefore emerges as a new regulator of the chronological aging process in yeast.

## Materials and methods

### Drugs

Oleic and myristic acid and diamide were purchased from Milipore-Sigma. Propidium iodide was from Thermo Fisher Scientific. 2-(*N*-morpholino)ethanesulfonic acid (MES) buffer solution was from Alfa Aesar.

### Strains and plasmids

Yeast strains were constructed in the W303A background or BY4742 and are described in Supplementary Table 1. Strains expressing either wild-type FLAG-tagged *TRA1* or *tra1_Q3_* were created by integrating an *Sph*I-*Sac*I fragment from pCB2527 or pCB2537, respectively, into W303A and selecting *HIS+* cells expressing either wild-type *URA3*-FLAG-tagged *TRA1* or *tra1_Q3_* PI3K domain and YCplac111-*DED1pr-YHR100* as previously described (Berg *et al.* 2018). yemRFP-SKL was generated by cloning yemRFP-SKL into the *Spe*I/*Sal*I sites of pRS416-GDP (Mumberg *et al.* 1995).

### Culture conditions and cell viability assay

Both the *TRA1* and *tra1_Q3_* yeast cells (W303A derivatives) were grown to saturation overnight in synthetic complete medium (2% glucose with appropriate selection). An aliquot of the overnight cultures was diluted in fresh media and grown at 30°C in a rotating drum. Cell viability assays were conducted using propidium iodide as described previously (Chadwick *et al.* 2016). Briefly, cells were washed and resuspended in phosphate-buffered saline (PBS) containing 1 mM of propidium iodide. The positive control was prepared by boiling cells for 10 min before resuspending cells in propidium iodide staining solution. Unstained cells were used as a negative control. All samples were incubated for 10 min at room temperature in 96-well plates before imaging on a Gel doc system (Bio-Rad). The optical density (OD_600_) was measured using a BioTek Epoch 2 microplate reader. Both the *TRA1* and *tra1_Q3_* cells were cultivated for several days and the cell viability of the chronologically aged cells was quantified at various time points throughout the aging process. Alternatively, the CLS assay was performed using caloric restricted medium (0.1% glucose), medium buffered with 0.1 M MES buffer, or media containing 0.1% oleic acid, 0.1% myristic acid, or 2% glycerol. To assess sensitivity to acetic acid, cells were grown in synthetic complete medium for 4 days and treated with acetic acid for 200 min with concentrations up to 0.08 mM and the cell viability assessed using propidium iodide. Survival rates were computed using the mean gray value from images along with OD_600_ using the ANALYSR program (Chadwick *et al.* 2016).

### Growth assays

A single colony of yeast strain was inoculated and grown overnight in 2% synthetic medium without leucine at 30°C, 220 rpm. Overnight cultures were serially diluted and OD_600_ measured using a spectrophotometer. Cell cultures were normalized to OD_600_ 0.1- and 5-fold serial dilutions were spotted on solid media. Plates were incubated for 2 days at 30°C before taking images using a colony imager (S&P Robotics). Growth was quantified as previously described (Petropavlovskiy *et al.* 2020).

### RNA isolation and sequencing

Both *TRA1* and *tra1_Q3_* cells were grown to saturation overnight, diluted 10-fold in 2% synthetic minus leucine medium and grown for 4 h at 30°C in a rotating drum. An aliquot of the cells was spun down at day 0 and day 3 and stored at −80°C. Total RNA was isolated from cells using the RiboPure yeast kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. RNA samples were prepared with 3 replicates for each genotype and time point. Quality of the RNA samples were analyzed using a Bioanalyzer to ensure a RIN value of 8 or higher.

Total RNA sequencing analysis was conducted by Azenta Life Sciences. RNA from each sample was converted into single stranded Illumina TruSeq cDNA libraries with poly dT enrichment. Libraries were sequenced on an Illumina HiSeq and each sample yielded between 27.5 and 39.7 million 150-bp paired-end sequencing reads. The raw reads and RNA count data were deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.* 2002).

### Quality control, trimming, read alignment, and differential gene expression analysis

Read quality was analyzed using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/). Trimmomatic default settings were used to trim low quality bases and adapter sequences (Bolger *et al.* 2014). Next, reads were aligned with the reference genome of *S. cerevisiae S288C* sequence (R64-2-1; www.yeastgenome.org/) using STAR (Dobin *et al.* 2013). Only uniquely mapping reads were retained. featureCount was used to count the reads mapping to each gene (Liao *et al.* 2014). Differential expression analysis was performed with DESeq2 (Love *et al.* 2014). Differentially expressed genes with a Benjamini–Hochberg adjusted *P*-value cutoff of ≤0.05 were considered for further analysis.

To determine the enrichment of Rlm1 targets, promoter analysis of differentially expressed genes (log_2_ fold change <2 and *P*-value cutoff of ≤0.05) was performed using Yeastract (www.yeastract.com) (Monteiro *et al.* 2020).

### Fluorescence microscopy

*TRA1* and *tra1_Q3_* cells expressing yemRFP-SKL were grown to saturation overnight, diluted 10-fold in 2% synthetic minus leucine medium and grown for 4 h at 30°C in a rotating drum. An aliquot of the cells was then spun down, washed, resuspended in PBS, and transferred to a Nunc Lab-Tek chamber slide. Cells were imaged using a Zeiss Axiovert A1 wide-field fluorescence microscope with 63× 1.4 NA oil objective using a Texas Red filter (586 nm excitation/603 nm emission) and an AxioCam ICm1 R1 CCD camera. ImageJ was used to analyze the images (Schneider *et al.* 2012).

## Results

### Functional Tra1 is required for chronological aging

Tra1 is essential in yeast (Saleh *et al.* 1998) with the exception of the fission yeast *Schizosaccharomyce pombe*, which expresses a second *TRA2* isoform (Helmlinger *et al.* 2011; Elías-Villalobos, Fort, *et al.* 2019). To determine the role of Tra1 in the aging process, we took advantage of a loss-of-function mutant that we previously characterized termed *tra1_Q3_* (Berg *et al.* 2018). *tra1_Q3_* contains 3 glutamine substitutions of arginine residues 3,389, 3,390, and 3,456 proximal or within the putative ATP-binding cleft of the PI3K domain. *tra1_Q3_* results in slow growth, increased stress sensitivity, transcriptional defects and impaired SAGA and NuA4 complex assembly (Berg *et al.* 2018; Razzaq *et al.* 2021). CLS was assessed by labeling cells with the viability dye propidium iodide (PI) at different time intervals during aging (Fig. 1a). *tra1_Q3_* cells display significantly reduced lifespan when compared to their wild-type counterparts (Fig. 1, b–d). Viability of *tra1_Q3_* cells in exponentially growing culture is comparable to wild type. *tra1_Q3_* cells begin to decline in viability when cells reach the stationary phase indicating that a functional *TRA1* allele is required to extend CLS.

**Fig. 1.**
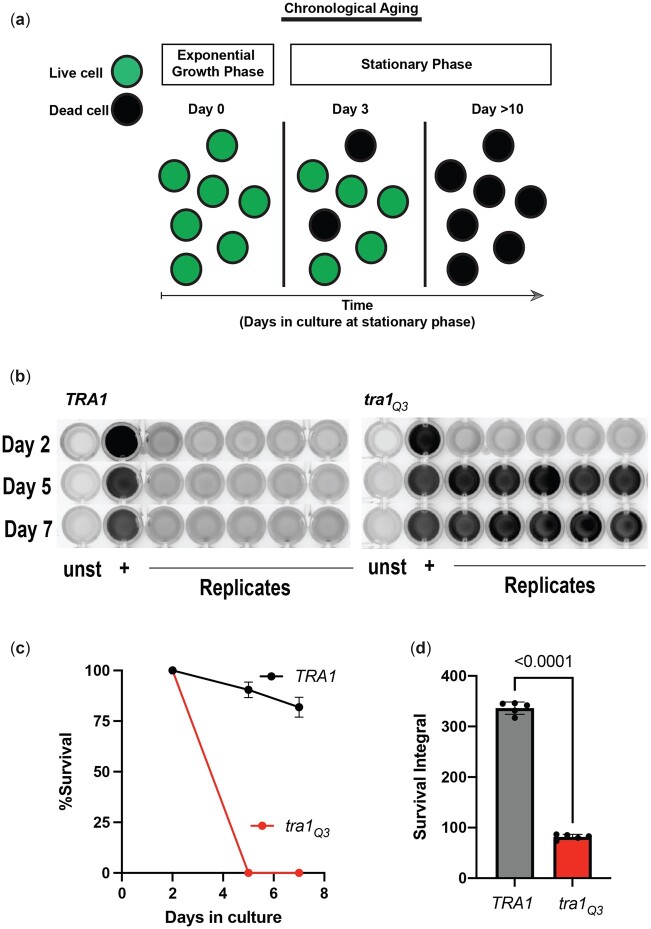
Functional Tra1 is required for chronological aging. a) CLS is defined as the amount of time yeast cells survive at stationary phase. Experimentally, longevity is assessed by labeling cells with a viability dye such as propidium iodide at various time points during the aging process. Adapted from Chadwick *et al.* 2016. b) *tra1_Q3_* cells display reduced CLS. *TRA1* and *tra1_Q3_* cells were grown for the indicated times in standard synthetic complete medium and stained with propidium iodide to measure cell survival. Stained cells were imaged in a 96-well plate. For each time point, a negative control (unstained cells), a positive control (boiled cells), and 5 replicates were analyzed. c) Normalized survival rates over the aging process and d) survival integral are shown in the bar graph. Significance was assessed using an unpaired Student *T*-test.

Since caloric restriction efficiently increases longevity in yeast and other organisms (Jiang *et al.* 2000; Fontana *et al.* 2010; Choi *et al.* 2013; Arlia-Ciommo *et al.* 2014; Leonov *et al.* 2017; Campos *et al.* 2018), we then tested whether functional Tra1 is required for lifespan extension by caloric restriction. Caloric restriction is achieved by growing the cells in 0.1% glucose medium whereas complete medium contains 2% glucose. We found that when grown under caloric restriction conditions, *tra1_Q3_* cells display extended lifespan similar to wild-type *TRA1* cells (Fig. 2), suggesting that Tra1 function is dispensable for lifespan extension by caloric restriction.

**Fig. 2.**
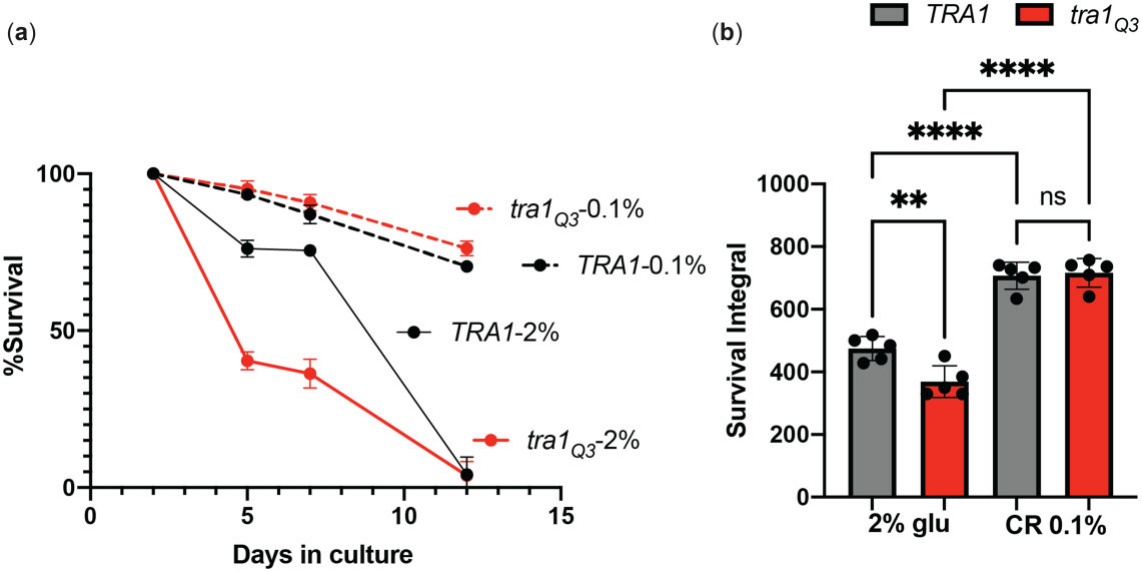
Tra1 function is dispensable for lifespan extension by caloric restriction. a) *TRA1* and *tra1_Q3_* cells were grown for the indicated time in standard synthetic complete medium containing either 2% glucose or 0.1% glucose (CR) and stained with propidium iodide to measure cell survival. Stained cells were imaged in a 96-well plate. For each time point, a negative control (unstained cells), a positive control (boiled cells), and 5 replicates were analyzed. b) Normalized survival rates over the aging process and calculated survival integral are shown in graphs. Significance was assessed using a 1-way ANOVA followed by a Tukey’s multiple comparison test. **P < 0.01 and ****P < 0.0001.

### *tra1_Q3_* cells are more sensitive to acetic acid

Culture media acidification is a predominant cell-extrinsic factor associated with cell death during chronological aging (Burtner *et al.* 2009; Burhans and Weinberger 2009; Hu *et al.* 2014; Deprez *et al.* 2018; Chaves *et al.* 2021). During chronological aging, acetic acid is produced following depletion of glucose from the growth media when ethanol is utilized as the main carbon source. Indeed, long-lived mutants, such as *sch9Δ* and *ade4Δ*, show increased resistance to acetic acid (Burtner *et al.* 2009; Matecic *et al.* 2010). Therefore, we sought to determine if increased sensitivity to acidification of the cell culture media by acetic acid explains, at least in part, the shorter lifespan of *tra1_Q3_* cells. To this end, *TRA1* and *tra1_Q3_* cells were grown to stationary phase for 4 days and treated with various concentrations of acetic acid. Indeed, *tra1_Q3_* increases sensitivity to acetic acid compared with wild-type *TRA1* (Fig. 3, a and b). Media acidification during chronological aging is alleviated by buffering the cultures to pH 6 with citrate phosphate or MES, resulting in increased longevity (Burtner *et al.* 2009; Burhans and Weinberger 2009). We found that buffering the aging media pH with MES significantly extended the lifespan of both *TRA1* and *tra1_Q3_* cells (Fig. 3, c and d), suggesting that the inability to respond to acid stress plays an important role in the reduced longevity phenotype associated with the *tra1_Q3_* mutation.

**Fig. 3.**
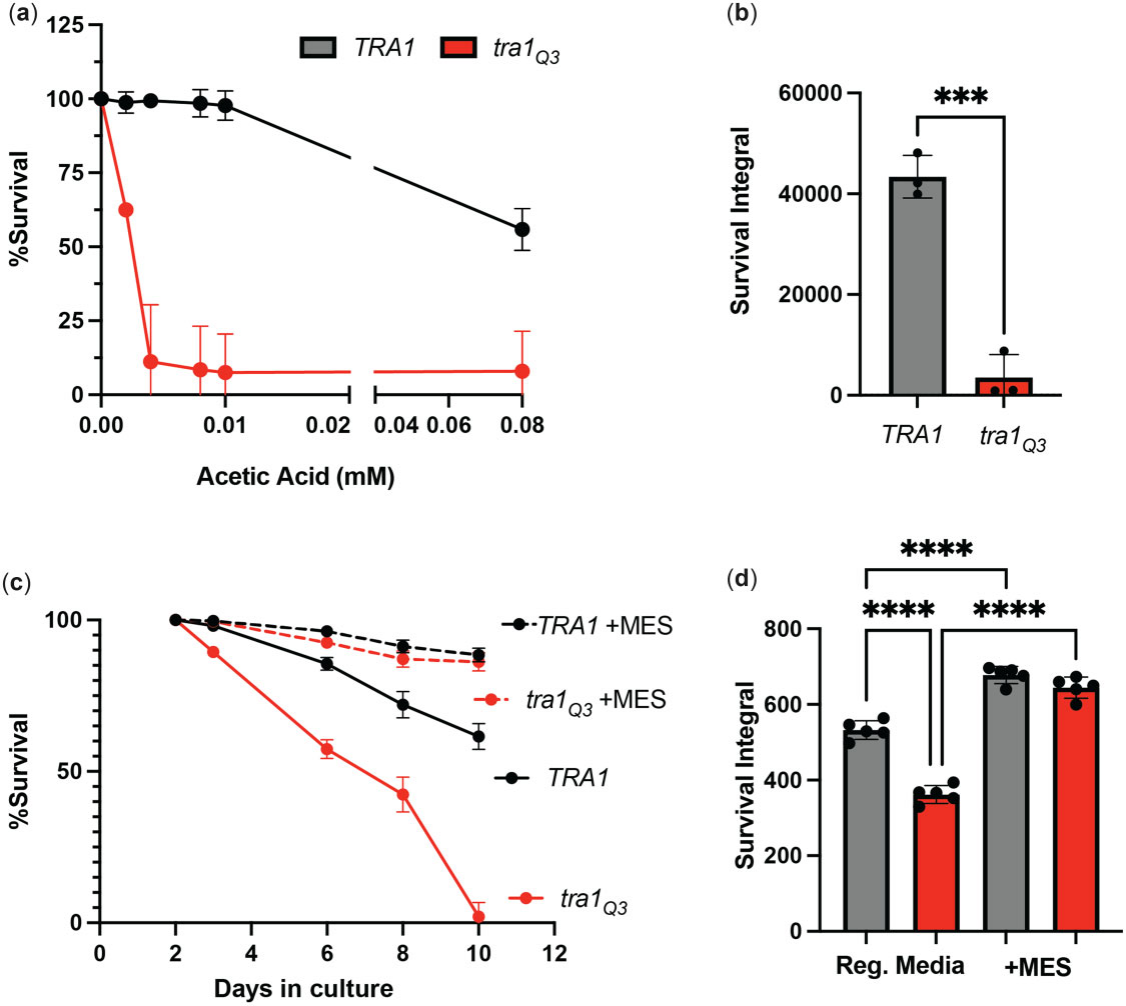
Increased sensitivity of *tra1_Q3_* cells to media acidification is linked to shortened lifespan. a) *tra1_Q3_* cells display increased sensitivity to acetic acid. *TRA1* and *tra1_Q3_* cells were grown for 4 days and subsequently treated with the indicated concentrations of acetic acid for 200 min and stained with propidium iodide to measure cell survival. b) Normalized survival rates upon acetic acid treatment were calculated and survival integrals are shown. c) *TRA1* and *tra1_Q3_* cells were grown for the indicated time in standard synthetic complete medium with or without 0.1 M MES and stained with propidium iodide to measure cell survival. Stained cells were imaged in a 96-well plate. For each time point, a negative control (unstained cells), a positive control (boiled cells) and 5 replicates were analyzed. d) Normalized survival rates over the aging process and calculated survival integrals are shown. Significance was assessed using a 1-way ANOVA followed by a Tukey’s multiple comparison test. ***P < 0.005 and ****P < 0.0001.

### Tra1 controls the transcriptional landscape of the aging cell

We previously found that Tra1 regulates the expression of genes associated with several stress responses including cell wall stress and the response to misfolded proteins (Berg *et al.* 2018; Jiang *et al.* 2019; Razzaq *et al.* 2021). Based on findings that *tra1_Q3_* cells have a shorter lifespan, we next sought to determine how the loss of Tra1 function impacts the transcriptional landscape of the aging cell. We performed a global transcriptome analysis using RNA sequencing for TRA*1* and *tra1_Q3_* cells before chronological aging (day 0) and after 3 days at stationary phase (day 3) to identify genes subjected to different transcriptional regulation. 

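Libraries from 3 biological replicates in each of 4 groups, *TRA1* and *tra1_Q3_* cells at day 0 and at day 3, were enriched with poly dT and sequenced as read pairs. The authors trimmed the reads with Trimmomatic, aligned them to the S288C R64-2-1 genome with STAR and kept uniquely mapping reads. They deposited raw counts per gene, made with featureCounts on coding sequences, and the program line of the table sets no option for strand. Reads that overlap the coding sequences of a pair of genes can be lost in such counting, which limits the counts of overlapping genes. Each library has a count for read pairs and a count for reads whose mate was lost in trimming. These were added, and the single reads made up 12.5% to 18.1% of the sum. The total per library ranged from 20662125 to 28079682 counts. The *TRA1* libraries held between 24691338 and 25716200 counts at day 0 (median 25505312) and between 20662125 and 27375850 at day 3 (median 24195902). The *tra1_Q3_* libraries held between 21976131 and 28079682 counts at day 0 (median 23477039) and between 21882019 and 24921835 at day 3 (median 23762415). The paper reports 27.5 M to 39.7 M reads per sample, whereas all values here rest on the counted reads. Genes with at least 10 counts in at least 3 of the libraries compared were tested after TMM normalization with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 2 genotypes were compared on each day in the 6 libraries of that day, and the log2 fold change is that of *tra1_Q3_* over *TRA1* cells. The age–genotype interaction score is the log2 change from day 0 to day 3 in *TRA1* cells minus that in *tra1_Q3_* cells, tested in all 12 libraries. Genes were called at an adjusted p of 0.05 and an absolute log2 fold change over 1, or an absolute score over 2.5. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean of these sizes. They are scaled over all 12 libraries, while the fold changes within a day are scaled over the 6 libraries of that day. Ratios of group means can therefore differ from these fold changes.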

Day 3 was selected because the cells have reached stationary phase and still show modest minimal cell death (Supplementary Fig. 1). 

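Centered log ratios of 6247 genes, with 0.5 added to each count, were taken through a principal component analysis without scaling of the genes. PC1 held 67.05% of the variance, PC2 23.3% and PC3 5.04%. The 6 libraries from day 0 had PC1 scores between -40.1 and -35.7, and the 6 from day 3 had scores between 34.6 and 42.1. PC2 separated the genotypes in aged cells, with scores from -34.1 to -32.4 in *TRA1* cells and from 30.3 to 31.0 in *tra1_Q3_* cells. At day 0 the PC2 scores ran from -3.40 to -2.47 in *TRA1* cells and from 4.53 to 7.09 in *tra1_Q3_* cells. PC3 separated the genotypes at day 0, with scores from 13.98 to 15.2 against -15.3 to -14.4. When each library was left out in turn, the share of PC1 stayed between 65.8% and 70.5% and that of PC2 between 20.3% and 25.2%. The setting that moved PC1 most was the scaling of genes to unit variance, under which it held 54.4%.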

We found that ∼60% of the variance in the transcriptome data is linked to the aging process and ∼20% is linked to the *tra1_Q3_* mutation (Fig. 4a). 

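Between the group means of the centered log ratios, *TRA1* and *tra1_Q3_* cells lay 30.9 units apart at day 0 and 64.3 units apart at day 3, over all components. On PC1 and PC2 alone the distances were 8.64 and 64.2 units, since most of the day 0 difference fell on PC3. The mean distance between replicates was 13.8 units for *TRA1* cells and 15.3 for *tra1_Q3_* cells at day 0. At day 3 it was 25.003 units for *TRA1* cells and 12.7 for *tra1_Q3_* cells. The wider spread of aged *TRA1* cells came from replicate 2, which lay 28.8 and 31.4 units from replicates 1 and 3, while those lay 14.9 units apart. From day 0 to day 3, *TRA1* cells moved 83.1 units and *tra1_Q3_* cells 84.7 units.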

The larger distance between *TRA1* and *tra1_Q3_* cells after aging suggests that transcriptional differences between the 2 strains is greater in aged cells. 

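Between the genotypes at day 0, 372 genes were called, of which 203 were higher and 169 lower in *tra1_Q3_* cells. The test covered 6126 genes, and 4209 of them had an adjusted p of 0.05 or less from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the genes tested, 4381 (71.5%) had normalized counts that did not overlap between the genotypes, a pattern that chance gives in 10% of genes with 3 libraries against 3. With each library left out in turn, the count stayed between 346 and 385. The choice that moved it most was the size threshold, since 62 genes passed an absolute log2 fold change over 2. Which direction was more frequent depended on the scaling, with 180 higher and 210 lower with library totals and 224 and 146 with upper quartile normalization. With all 12 libraries in one fit, 2669 genes had an adjusted p of 0.05 or less, and 372 were called. Among called genes with a mean of at least 100 normalized counts, the largest decreases were in *ADH4* (YGL256W, chromosome VII from 15159 to 16307), *ZPS1* and *ZRT1*. *ADH4* fell from 53984 ± 3406 (SD, n = 3) normalized counts in *TRA1* cells to 1548 ± 38.8 in *tra1_Q3_* cells, a log2 fold change of -5.12 (SE 0.0591, adjusted p = 4.61e-21 from the same test). The log2 fold changes of *ZPS1* and *ZRT1* were -4.16 and -3.63. The largest increases were in YHR214C-B, *SAG1* and *MF(ALPHA)1*, with log2 fold changes of 4.50, 4.48 and 3.82. Only 4.79% of the 100-base windows of YHR214C-B occur once in the genome, so its reads could belong to similar sequences elsewhere in it. *SAG1* (YJR004C, chromosome X from 442909 to 444861) rose from 771 ± 18.7 (SD, n = 3) to 17170.3 ± 846 normalized counts (SE 0.0523, adjusted p = 4.61e-21 from the same test).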

At day 0, 394 genes were statistically differentially regulated (175 downregulated and 219 upregulated) when comparing *TRA1* and *tra1_Q3_* cells (*P* < 0.05, log_2_ fold change >2) (Supplementary Table 2). 

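After aging, 1986 genes were called between the genotypes, of which 1018 were higher and 968 lower in *tra1_Q3_* cells. Here 6208 genes were tested, and 4436 had an adjusted p of 0.05 or less from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The normalized counts of 4790 of the tested genes (77.2%) did not overlap between the genotypes, against 10% by chance. Leaving out each library gave 1924 to 2008 genes. The direction depended on the scaling, since library totals in place of TMM normalization gave 702 higher and 1463 lower genes and moved the median of all genes to -0.31 on the log2 scale. With a log2 fold change over 2, 501 genes were called. Of the genes called at day 3, 229 were also called at day 0, in other libraries: 112 were higher and 55 lower on both days, 27 were higher at day 0 and lower at day 3, and 35 the reverse. After *BTN2*, the genes with the largest increases and a mean of at least 100 normalized counts were YHR214C-B (4.93), the gene with few unique windows, and YFR052C-A, whose reading frame shares 143 bases with that of YFR053C. YFR052C-A rose from 666 ± 175 (SD, n = 3) to 15473 ± 2401 normalized counts, a log2 fold change of 4.63. The largest decreases were in *PDC6*, *SIP18* and YDL218W. *PDC6* (YGR087C, chromosome VII from 651290 to 652981) fell from 46611 ± 28499.7 (SD, n = 3) normalized counts in aged *TRA1* cells to 723 ± 26.7 in aged *tra1_Q3_* cells, a log2 fold change of -5.91 (SE 0.598, adjusted p = 1.01e-04 from the same test). The value for YDL218W was -5.68.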

At day 3, there were 2,026 statistically differentially expressed genes (978 downregulated and 1,048 upregulated) (Supplementary Table 2). 

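Over all 12 libraries, 6247 genes had a testable interaction score, and 4290 of the scores had an adjusted p of 0.05 or less from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With an absolute log2 score over 2.5, 273 genes were called, 124 with a positive and 149 with a negative score. Which sign was more frequent depended on the settings. Library totals gave 141 positive and 126 negative scores, and a score over 1 gave 1116 and 852. The 12 fits that each left out one library gave 264 to 284 genes. The score threshold moved the count most, to 494 genes at a score over 2 and 1968 at a score over 1, the values named in the legends of Fig. 4, c and b. When the score was tested against 2.5 itself, 113 genes passed. In the same fits, 2490 genes changed with age in *TRA1* cells (1253 raised and 1237 lowered) and 2879 in *tra1_Q3_* cells (1415 raised and 1464 lowered), at a log2 fold change over 1. The split into raised and lowered genes depended on the scaling, with 1551 raised and 1039 lowered in *TRA1* cells with library totals and 1399 and 1132 with upper quartile normalization. In *tra1_Q3_* cells these settings gave 1507 raised and 1387 lowered genes, and 1576 and 1325.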

When comparing the age–genotype interaction scores (Smith and Kruglyak 2008; Sardi and Gasch 2018), we found 287 genes (161 negative and 126 positive) with a log_2_ score >2.5 and *P* < 0.05, suggesting that these genes differentially respond to the aging process (Fig. 4b) in the 2 genotypes (*TRA1* and *tra1_Q3_*). Genotype (*TRA1* vs *tra1Q3*) by environment (day 0 vs day 3) interaction scores allow us to decipher how different genotypes specifically modulate gene expression during the aging process. Gene Ontology (GO) analysis revealed significant enrichment in several biological processes, including RNA binding, transmembrane transporter activity, oxidoreductase activity, and unfolded protein binding (Fig. 4c). Genes associated with misfolded protein stress (*SSA1*, *HSP26*, *HSP42*, *SSA4*, *MID1*, *KAR2*, *SSA2*, *CPR6*, *HSP60*, *HSC82*, *APJ1*, *HSP10*, *HSP82*) are upregulated in aged *tra1_Q3_* cells compared to wild-type suggesting that these cells exhibit increased proteotoxic stress. 

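The 13 genes had a median log2 fold change of 2.77 at day 3 in *tra1_Q3_* over *TRA1* cells, between 2.49 and 2.77 under the 3 other scalings. Of these, 12 were called as higher. The same 12 counted whether p was adjusted over all genes or adjusted over the list alone, and since the paper chose the list on these libraries the second count is not independent evidence. A set test with limma's camera, at a preset correlation of 0.01 between genes, gave an adjusted p of 3.03e-05 over 20 lists. The list also passed fry (adjusted p = 5.35e-05). Fry asks whether the genes of a list change, and camera whether they shift against other genes. At day 3, 4436 of 6208 genes had an adjusted p of 0.05 or less from edgeR's quasi-likelihood test. A pass of fry is therefore no check on camera. With camera at a correlation estimated from the data the adjusted p was 0.335, and over all alternatives it ran from 1.27e-08 to 0.335. Among the lists, the β-oxidation and SAGA DUB module genes at day 3 passed both camera and fry, and no list passed camera with an estimated correlation. The largest increases were in *HSP60* (YLR259C, chromosome XII from 663284 to 665002) and *CPR6*. *HSP60* rose from 19725 ± 1262 (SD, n = 3) to 221796 ± 12872 normalized counts, a log2 fold change of 3.59 (SE 0.168, adjusted p = 4.68e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CPR6*, which shares 303 bases with YLR217W, had a log2 fold change of 3.52. *KAR2* (YJL034W, chromosome X from 381327 to 383375) had 10668 ± 1137 (SD, n = 3) and 66609 ± 3264 normalized counts (log2 fold change 2.74, SE 0.145, adjusted p = 6.44e-06 from the same test). *SSA1* and *SSA2* each had a log2 fold change of 2.74, and 54.2% and 54.0% of their windows are unique, so reads of one could not always be told from the other. *SSA1* also varied between the aged *TRA1* replicates, with 47038 ± 24996 (SD, n = 3) normalized counts. *MID1* was not called (log2 fold change 0.15, SE 0.0868, adjusted p = 0.149 from the same test), and with library totals its value was -0.14. From these increases the paper proposes that aged *tra1_Q3_* cells carry more proteotoxic stress.

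**Figure D1:**
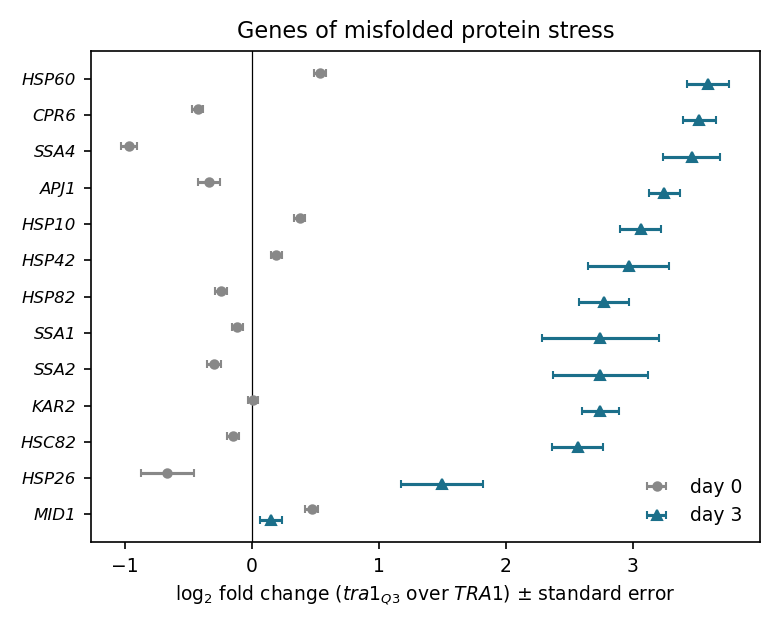
Log2 fold change (*tra1_Q3_* over *TRA1* cells) of the 13 genes at day 0 (circles) and at day 3 (triangles), with standard errors from the fits as bars. At day 3, 12 genes lie between 1.49 and 3.59 and *MID1* at 0.15, while at day 0 all lie between -0.97 and 0.54. The day 0 value of *HSP26* includes transcripts of aged cells in replicates 2 and 3 of *tra1_Q3_* cells. These had 6542 and 6753 raw counts of *HSP26*, against 3152 in replicate 1.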

Genes with a negative age–genotype interaction score were also enriched in Rlm1 target genes, consistent with our previous results showing that Tra1 controls cell wall integrity (Supplementary Fig. 2) (Berg *et al.* 2018; Razzaq *et al.* 2021). Genes with the highest positive and negative interaction scores are presented in Fig. 4d. 

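By size of the score among called genes with a mean of at least 100 normalized counts at day 3, the order was *DPA10*, *SIP18* and *MLS1* on the positive side and *RGI1*, *BTN2* and *PFK27* on the negative side. *DPA10* (YLR307C-A, chromosome XII from 746848 to 747111) had a score of 8.53 (SE 1.02, adjusted p = 1.51e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its normalized counts were 88.7 ± 69.0 (SD, n = 3) in *TRA1* cells and 619 ± 417 in *tra1_Q3_* cells at day 0, and 83066 ± 44919.5 and 1551 ± 12.5 at day 3. The day 0 counts of *tra1_Q3_* cells came from replicates 2 and 3, which carried transcripts of aged cells at a level near 1 percent, so the score depends on that background. *PFK27* (YOL136C, chromosome XV from 67561 to 68754) had a score of -4.95 (SE 0.293, adjusted p = 5.88e-08 from the same test). It fell with age in *TRA1* cells, from 3042 ± 59.3 (SD, n = 3) to 722 ± 298 normalized counts, and rose in *tra1_Q3_* cells, from 1605 ± 5.17 to 11763 ± 364.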

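*BTN2* (YGR142W, chromosome VII from 772454 to 773686) had 7656 ± 1350.3 (SD, n = 3) normalized counts in aged *TRA1* cells and 329275 ± 18473 in aged *tra1_Q3_* cells, a log2 fold change of 5.53 (SE 0.234, adjusted p = 3.40e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At day 0 the counts were 3463 ± 509 and 2775 ± 866, and the log2 fold change of -0.33 was not called (adjusted p = 0.0619 from the same test). Its interaction score was -5.75 (adjusted p = 5.05e-08 from the same test). The day 0 counts of *tra1_Q3_* cells also hold the background of aged transcripts. In replicates 2 and 3 the excess of *BTN2* over replicate 1 was 1526.9 and 1401.5 counts, scaled to one library size. Shares of the aged profiles fitted to those replicates gave 1523.8 and 1346.2. The day 0 comparison and the score therefore depend on that background, and over the alternatives the score ran from -6.37 to -5.51. *RGI1* (YER067W, chromosome V from 292066 to 292551) had 2781 ± 278 normalized counts in *TRA1* cells and 639 ± 41.5 in *tra1_Q3_* cells at day 0, a log2 fold change of -2.12 (SE 0.0669, adjusted p = 8.67e-15 from the same test). At day 3 the counts were 741 ± 242 and 16118 ± 1476, and the log2 fold change was 4.54 (SE 0.275, adjusted p = 1.08e-05 from the same test). Its score was -6.56 (adjusted p = 7.51e-09 from the same test). Of the 486 coding bases of *RGI1*, 36 lie in no other coding sequence, because YER066C-A and YER067C-A overlap it on the other strand. Its counts are read pairs only, with 0 single reads in any library, and a level comparison with other genes is limited by this overlap.

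**Figure D2:**
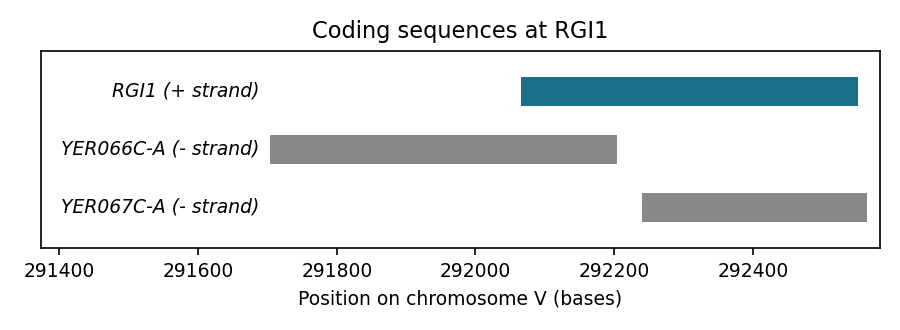
Coding sequences at *RGI1* on chromosome V, with position in bases on the x axis and 1 bar per reading frame. *RGI1* runs from 292066 to 292551, YER066C-A from 291703 to 292203 and YER067C-A from 292240 to 292563.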

Genes upregulated in aged *tra1_Q3_* cells compared to wild type include *RGI1* (involved in metabolism under respiratory conditions) and *BTN2* (a v-snare binding protein). Interestingly, *BTN2* expression is increased under severe ethanol stress (Yamauchi and Izawa 2016), reinforcing the idea that *tra1_Q3_* cells are subject to increased stress during the aging process. Genes with positive age–genotype interaction are upregulated in wild-type *TRA1* compared to *tra1_Q3_* in aged cells. Examples of such genes are *SIP18* and *MLS1*. 

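*SIP18* (YMR175W, chromosome XIII from 611016 to 611255) rose with age in *TRA1* cells from 141 ± 37.7 (SD, n = 3) to 102182 ± 33449 normalized counts, a log2 fold change of 9.49 (SE 0.889, adjusted p = 8.16e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *tra1_Q3_* cells it rose from 652 ± 516 to 1795 ± 143, a log2 fold change of 1.47 (SE 0.636, adjusted p = 0.0489 from the same test). The score was 8.03 (SE 0.998, adjusted p = 2.13e-05 from the same test). *MLS1* (YNL117W, chromosome XIV from 406358 to 408022) rose from 152 ± 74.3 to 109371 ± 26107 normalized counts in *TRA1* cells and from 748 ± 570.0 to 2055 ± 43.1 in *tra1_Q3_* cells, with a score of 8.02 (SE 0.961, adjusted p = 1.59e-05 from the same test). The large SD of both genes in *tra1_Q3_* cells at day 0 had a single source. In replicate 1 *SIP18* had 61.9 and *MLS1* 93.8 normalized counts, and in replicates 2 and 3 *SIP18* had 1018 and 876 and *MLS1* 1138 and 1012. In those replicates, 8 genes that are high in aged *TRA1* cells all stood at 0.703% to 1.14% of their aged *TRA1* level, a shared background on the log2 values of *tra1_Q3_* cells. Once the fitted shares of the aged profiles were removed from those replicates, a step chosen after the data were seen, the scores were 4.57 for *SIP18* and 5.51 for *MLS1*. The level of *SIP18* and *MLS1* in aged *tra1_Q3_* cells was 1.51% and 1.66% of that in aged *TRA1* cells, not far above that background.

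**Figure D3:**
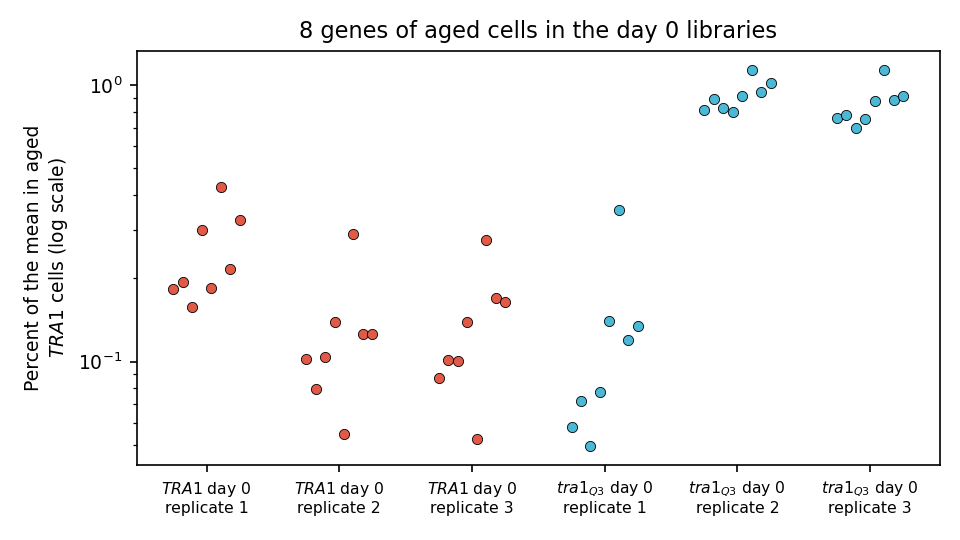
Level of 8 genes of aged cells in each day 0 library, as a percentage of their mean in aged *TRA1* cells on a log scale, with 1 point per gene. The points lie between 0.703% and 1.14% in replicates 2 and 3 of *tra1_Q3_* cells, and none of the other libraries exceeds 0.428%.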

*SIP18* encodes a phospholipid binding hydrophilin involved in vacuolar membrane fusion and is upregulated during replicative lifespan (Ghavidel *et al.* 2018). *MLS1* encodes a malate synthase involved in the utilization of non-fermentable carbon sources and is also upregulated in replicatively aged cells (Lesur and Campbell 2004).

**Fig. 4.**
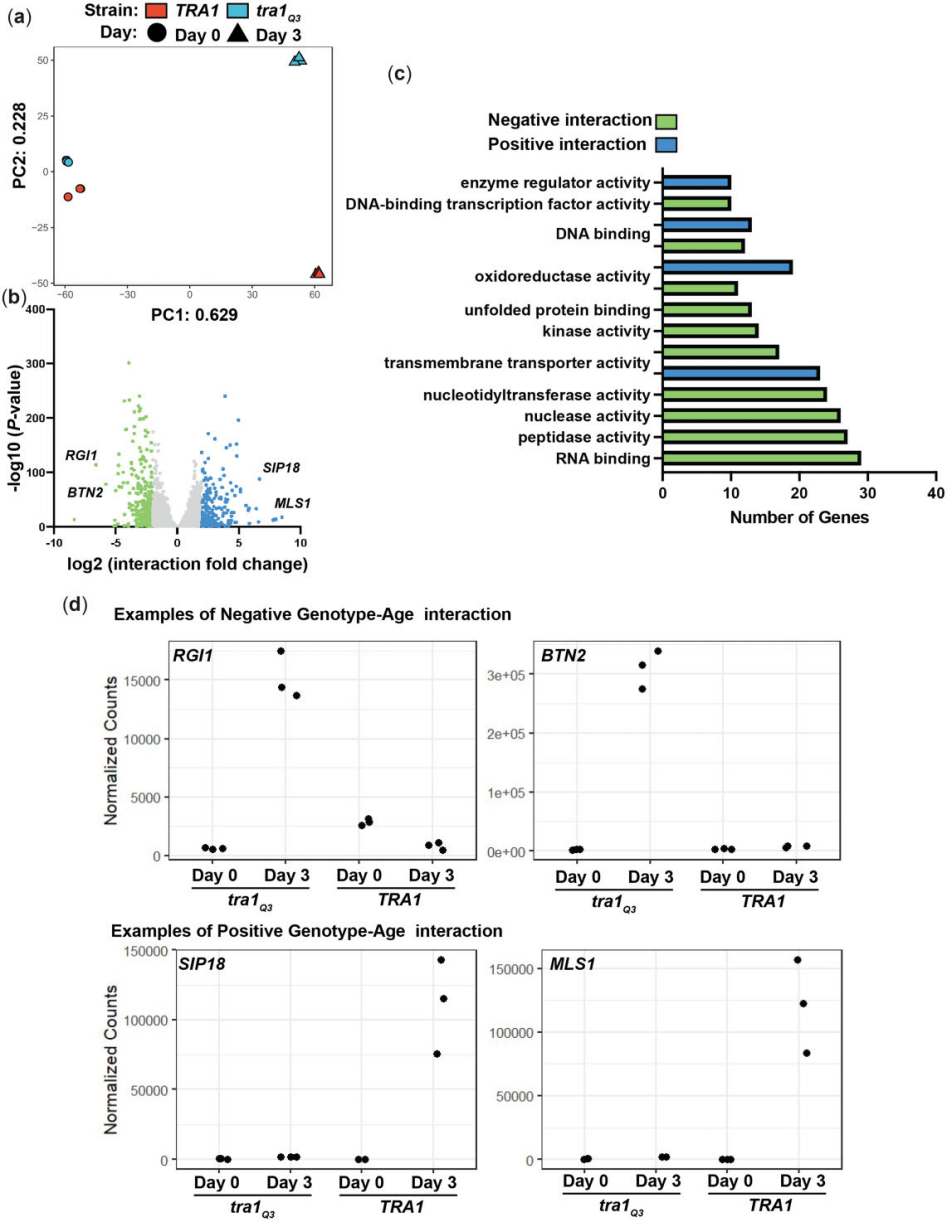
The *tra1_Q3_* mutation alters the transcriptional landscape of aging cells. a) Principal component analysis of centered log ratio of normalized reads from *TRA1* and *tra1_Q3_* cells at day 0 and day 3. Each point represents a single biological replicate (*n* = 3). b) Volcano plot of genes that respond differently to the aging process in the *tra1_Q3_* cells compared to wild-type *TRA1* (coloured for dark points represent *P* < 0.05, log_2_ fold change >1). c) Significantly enriched GO biological processes were determined for genes with both positive and negative age–genotype interaction with log_2_ interaction score >2 (*P* < 0.05) in *tra1_Q3_* cells compared to wild type. d) Examples of genes with positive (*SIP18*, *MLS1*) and negative (*RGL1*, *BTN2*) age–genotype interaction. Normalized RNA sequencing read counts are shown for *TRA1* and *tra1_Q3_* cells at day 0 and day 3.

We previously showed that cells expressing *tra1_Q3_* increase expression of *TRA1* as a possible compensatory mechanism for the loss of protein function (Berg *et al.* 2018). 

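*TRA1* (YHR099W, chromosome VIII from 302761 to 313995) carries the mutation in *tra1_Q3_* cells and is read by the same counts in both genotypes. At day 0 its normalized counts were 16403, 15921 and 15792 in the *TRA1* replicates and 24389, 22807 and 22562 in the *tra1_Q3_* replicates, with means of 16039 ± 322 (SD, n = 3) and 23253 ± 992. The ratio of the means was 1.45, and the log2 fold change was 0.54 (SE 0.0437, adjusted p = 4.57e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each *tra1_Q3_* replicate was above each *TRA1* replicate (two-sided exact permutation test, p = 0.1, the smallest value that 3 replicates against 3 allow). The log2 fold change stayed between 0.50 and 0.56 with each library left out, and the setting that moved it most was the use of library totals, with 0.45.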

Here, we observed this phenomenon as *tra1_Q3_* mRNA increased ∼1.7-fold compared to wild-type at day 0. This difference was exacerbated in aged cells as *TRA1* mRNA increased ∼3.2-fold in tra*1_Q3_* cells after aging (Fig. 5a). 

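In aged cells the normalized counts of *TRA1* were 13463, 14455 and 14453 in the *TRA1* replicates and 44464, 44886 and 43129 in the *tra1_Q3_* replicates. The means were 14124 ± 572 (SD, n = 3) and 44159.8 ± 917, a ratio of 3.13 with scaling over all 12 libraries. With scaling over the day 3 libraries the log2 fold change was 1.74 (SE 0.11, adjusted p = 1.29e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library totals in place of TMM normalization the value was 1.45, and over the fits that each left out one library it ran from 1.71 to 1.76. From day 0 to day 3 the log2 change was -0.18 in *TRA1* cells and 0.93 in *tra1_Q3_* cells. The difference between these, the interaction score, was -1.11 (SE 0.0997, adjusted p = 1.50e-06 from the same test). Among its neighbours on chromosome VIII, *SFB3* and *BIG1* were also higher at day 3, with log2 fold changes of 2.05 and 1.19 in *tra1_Q3_* over *TRA1* cells, and *PAL2* was lower with -0.88. The neighbour *GEP4* (YHR100C) had 1.83, but the strains also carry this gene on a plasmid, so its counts need not come from the chromosome.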

We also analyzed the mRNA levels of other SAGA and NuA4 components (Fig. 5b). 

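The 19 SAGA genes drawn in Fig. 5b had a median log2 fold change of 0.09 at day 0 and 0.12 at day 3 in *tra1_Q3_* over *TRA1* cells. At day 3, 13 of them had an adjusted p of 0.05 or less over all genes, and 13 also when adjusted over the list alone, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the size threshold, 4 were called, of which *TRA1* and *ADA2* were higher and *SUS1* and *HFI1*, drawn as *ADA1*, lower. The sign of the SAGA median depended on the scaling, since library totals gave -0.18. The 13 NuA4 genes had a median of 0.18 at day 0 and 0.72 at day 3, between 0.41 and 0.72 under the other scalings. Of these, 11 passed over all genes at day 3 and 12 when adjusted over the list alone. The values at day 3 ran from -0.79 for *EAF6* to the increase of *TRA1*. In the set test at day 0, NuA4 was shifted up with camera (adjusted p = 0.00773) and fry (adjusted p = 5.52e-06), and SAGA with fry alone (adjusted p = 1.68e-04). With camera, neither list was shifted at day 3 (adjusted p = 0.855 for SAGA and 0.161 for NuA4), while fry gave NuA4 an adjusted p of 0.00189.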

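*ADA2* (YDR448W, chromosome IV from 1356060 to 1357370) had 533 ± 59.4 (SD, n = 3) normalized counts in aged *TRA1* cells and 3152 ± 223 in aged *tra1_Q3_* cells, a log2 fold change of 2.66 (SE 0.11, adjusted p = 3.34e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its interaction score was -2.05 (adjusted p = 6.25e-08 from the same test). *UBP8*, *SUS1*, *SGF73* and *SGF11* encode the deubiquitination module of SAGA, and their log2 fold changes at day 3 were -0.90, -1.02, -0.75 and -0.84. All 4 had an adjusted p of 0.05 or less, the highest being 0.00237 for *UBP8* from the same test, and *SUS1* alone passed the size threshold. *SUS1* (YBR111W-A, chromosome II from 462139 to 462579) had 721 ± 103 and 331 ± 8.51 normalized counts (SE 0.124, adjusted p = 2.54e-04 from the same test). *SGF73* had 3469.7 ± 214 and 1925 ± 41.4. With camera the 4 genes had an adjusted p of 0.0469 at day 3, and it was over 0.05 in 8 of the 14 alternatives. Over all of them the adjusted p ran from 6.32e-04 to 0.393. At day 0 the median of the 4 genes was -0.0045.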

Most striking are the upregulation of *ADA2* in aged *tra1_Q3_* cells and downregulation of components of the SAGA DUB module (*UBP8*, *SUS1*, *SGF73*, *SGF11*). Among the NuA4 components, *ARP4* was upregulated in aged *tra1_Q3_* cells. 

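The normalized counts of *ARP4* (YJL081C, chromosome X from 283802 to 285271) were 2791 ± 81.3 (SD, n = 3) in *TRA1* cells and 3167 ± 6.30 in *tra1_Q3_* cells at day 0. At day 3 they were 2169 ± 254 and 5178 ± 93.7, a log2 fold change of 1.35 (SE 0.1, adjusted p = 2.45e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Apart from *TRA1*, it was the only NuA4 gene of Fig. 5b called at day 3. Its interaction score of -1.07 (adjusted p = 2.83e-06 from the same test) was below the size threshold. *ARP4* fell by 0.36 on the log2 scale with age in *TRA1* cells and rose by 0.71 in *tra1_Q3_* cells.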

Interestingly, mutation of *ARP4* affects CLS in combination with deletion of the linker histone Hho1 (Vasileva *et al.* 2021).

**Fig. 5.**
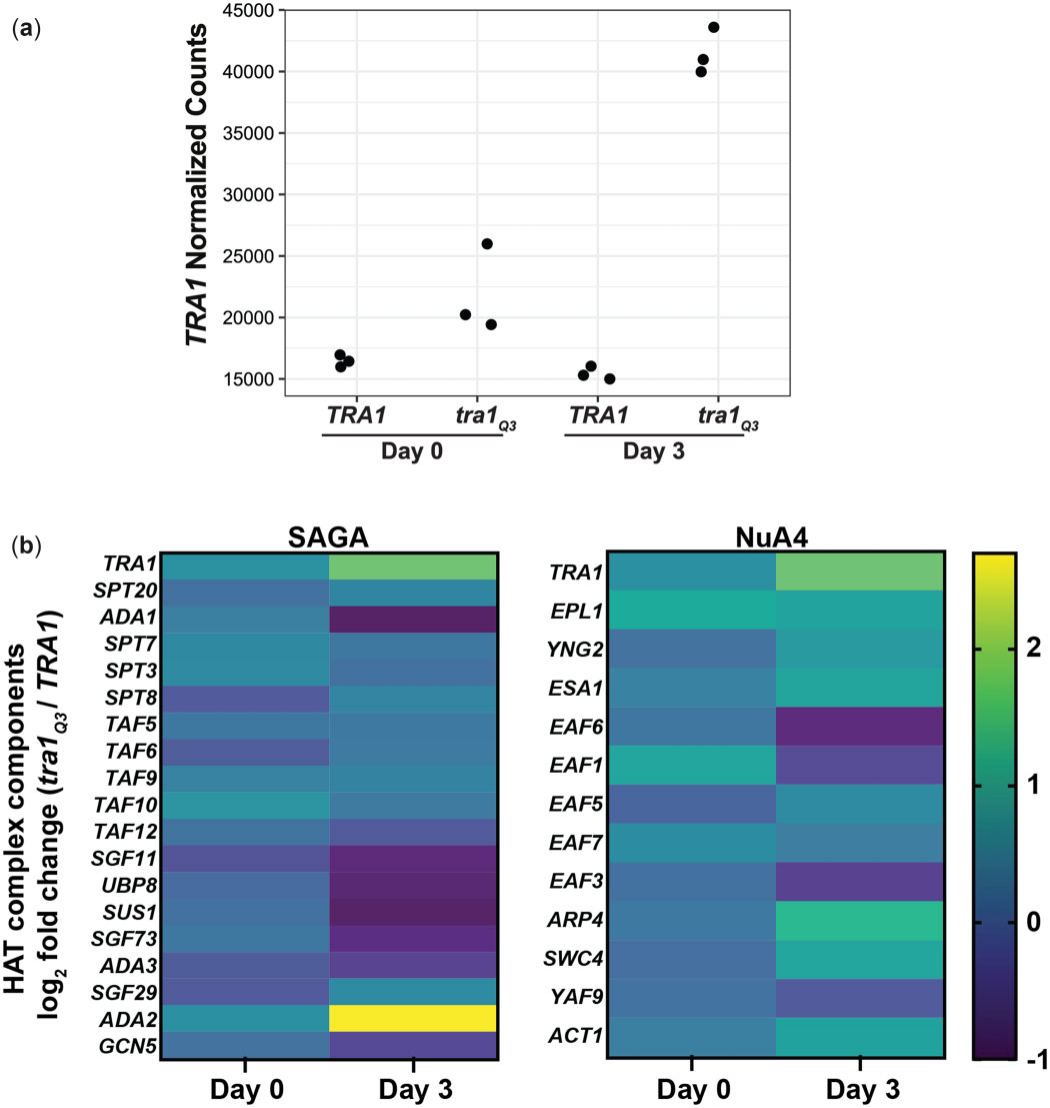
Aged *tra1_Q3_* cells display increased *TRA1* mRNA abundance. a) Normalized RNA sequencing read counts are shown for *TRA1* mRNA in wild-type *TRA1* and *tra1_Q3_* cells at day 0 and day 3. b) Log_2_ fold change (*tra1_Q3_/TRA1*) for the mRNA of genes encoding SAGA and NuA4 components at day 0 and day 3.

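The 30 genes of Fig. 6a had been drawn by the paper as responding differently to aging, so their calls are not independent evidence. All 30 were called at day 3, 11 as higher and 19 as lower in *tra1_Q3_* cells, and the same number counted when adjusted over the list alone. Their median log2 fold change was 0.01 at day 0 and -1.95 at day 3, between -2.28 and -1.95 under the other scalings. With camera the list was not shifted in one direction at day 3 (adjusted p = 0.114). The largest decreases at day 3 were in *SHH4* (log2 fold change -4.54), *MDH2* (-4.13) and *IDP2* (-3.88). *SHH4* (YLR164W, chromosome XII from 493883 to 494389) had 8626 ± 456 (SD, n = 3) normalized counts in aged *TRA1* cells and 346 ± 47.5 in aged *tra1_Q3_* cells (SE 0.132, adjusted p = 3.00e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest increases were in *BDH1* (3.02) and *GCY1* (2.86), which shares bases with YOR121C. *BDH1* (YAL060W, chromosome I from 35155 to 36303) had 3850.1 ± 50.1 and 29132 ± 1645 normalized counts (SE 0.108, adjusted p = 3.00e-06 from the same test). Of the windows of *FDH1*, 26.3% are unique, which leaves its log2 fold change of -1.79 uncertain. With an absolute interaction score over 2.5, 18 of the 30 genes were called, 12 positive and 6 negative.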

GO analysis of genes that respond differentially to the aging processing in *tra1_Q3_* cells revealed an enrichment in genes associated with oxidoreductase activity (Fig. 6a). Among those genes were *CTT1* and *CTA1*, which encode 2 versions of catalase in *S. cerevisiae*. Ctt1 is cytoplasmic (Seah and Kaplan 1973) while Cta1 localizes to both the mitochondria and peroxisomes (Petrova *et al.* 2004). Catalase activity is crucial for hydrogen peroxide detoxification and is an important regulator of oxidative stress resistance associated with various conditions, including aging in yeast (Petriv and Rachubinski 2004; Agarwal *et al.* 2005; Mesquita *et al.* 2010; Rona *et al.* 2015; Guaragnella *et al.* 2019). Both genes are substantially upregulated in aged wild-type *TRA1* cells but not in *tra1_Q3_* cells (Fig. 6b). Consequently, *tra1_Q3_* cells were more sensitive to oxidative stress induced by diamide (Fig. 6c). Thus, these data indicate that *tra1_Q3_* cells have reduced capacity to cope with oxidative damage that is usually associated with the aging process (Pan 2011).

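*CTT1* (YGR088W, chromosome VII from 654634 to 656322) had 12525 ± 146 (SD, n = 3) normalized counts at day 0 and 45451 ± 18806 at day 3 in *TRA1* cells, a log2 change of 1.86 (SE 0.25, adjusted p = 2.13e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *tra1_Q3_* cells it fell from 18274 ± 284 to 4771 ± 502, a log2 change of -1.94 (SE 0.251, adjusted p = 1.44e-05 from the same test). The interaction score was 3.80 (adjusted p = 2.01e-06 from the same test). *CTA1* (YDR256C, chromosome IV from 968133 to 969680) rose from 535 ± 38.7 to 15985 ± 9649 in *TRA1* cells, a log2 change of 4.90 (SE 0.35, adjusted p = 6.74e-08 from the same test). In *tra1_Q3_* cells it also rose, from 638 ± 50.1 to 4052 ± 180.1, a log2 change of 2.67 (SE 0.319, adjusted p = 6.90e-06 from the same test). The rise was smaller than in *TRA1* cells, with an interaction score of 2.23 (adjusted p = 6.82e-04 from the same test). Replicate 2 of aged *TRA1* cells stood apart for both genes. It had 24171 normalized counts of *CTT1* against 52346 and 59836 in replicates 1 and 3, and 27081 of *CTA1* against 11313 and 9561. Without it, the log2 fold change of *CTA1* at day 3 went from -1.88 to -1.27 and that of *CTT1* from -3.15 to -3.46. Together the 2 genes had a median log2 fold change of -2.52 at day 3.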

**Fig. 6.**
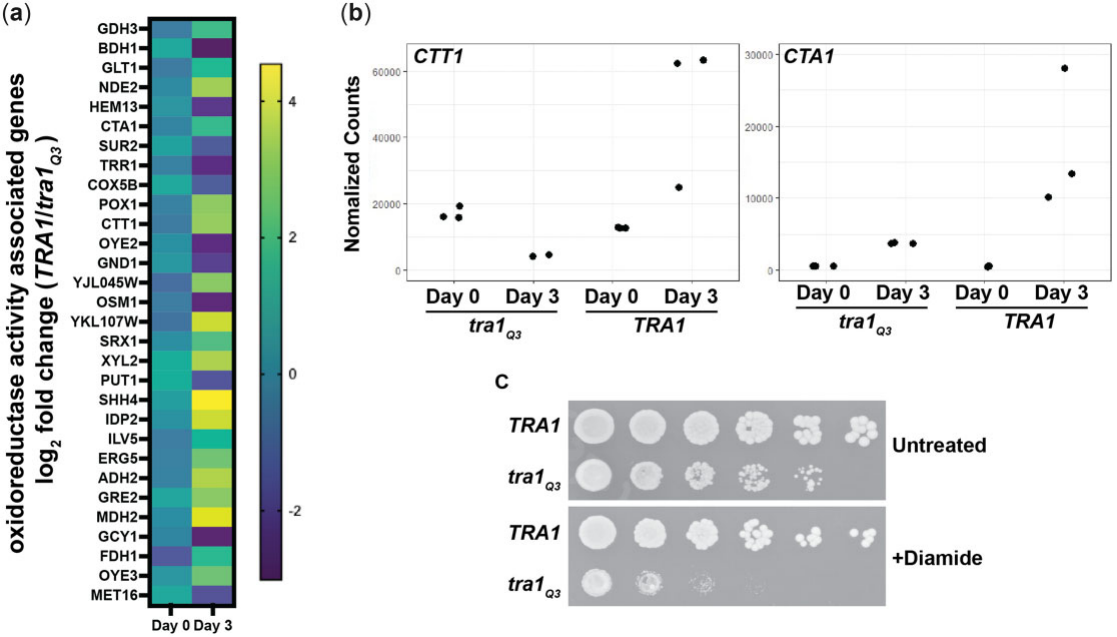
*tra1_Q3_* cells are sensitive to oxidative stress. a) Log_2_ fold change (*TRA1/tra1_Q3_*) for mRNA of genes associated with oxidoreductase activity in wild-type *TRA1* and *tra1_Q3_* cells at day 0 and day 3. b) Normalized RNA sequencing read counts are shown for *CTT1* and *CTA1* in *TRA1* and *tra1_Q3_* cells at day 0 and day 3. c) *tra1_Q3_* cells are sensitive to diamide. *TRA1* and *tra1_Q3_* cells were spotted onto agar plates without (untreated) or with 1 mM diamide.

Several differentially expressed genes were also linked to peroxisomal β-oxidation and fatty acid metabolism (*POT1*, *POX1*, *MLS1*, *DCI1*, *ECI1*, *TES1*) (Fig. 7a). 

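At day 3 the 6 genes were lower in *tra1_Q3_* than in *TRA1* cells, with a median log2 fold change of -2.60, between -2.91 and -2.60 under the other scalings, and all 6 were called. *POT1* (YIL160C, chromosome IX from 40191 to 41444) had 15097 ± 4852 (SD, n = 3) normalized counts in aged *TRA1* cells and 675 ± 12.4 in aged *tra1_Q3_* cells, a log2 fold change of -4.38 (SE 0.245, adjusted p = 7.84e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *POX1* (YGL205W, chromosome VII from 108158 to 110404) had 4993 ± 373 and 562 ± 17.9 (log2 fold change -3.05, SE 0.0898, adjusted p = 3.00e-06 from the same test). The values of *MLS1*, *ECI1* and *DCI1* were -5.64, -2.15 and -1.94, and that of *TES1*, which shares 281 bases with YJR020W, was the smallest decrease. The 9 genes drawn in Fig. 7a (*MDH3*, *POX1*, *POT1*, *TES1*, *FOX2*, *ECI1*, *IDP3*, *DCI1* and *ANT1*) had a median of 0.16 at day 0 and -1.46 at day 3. All 9 had a negative value at day 3. Of these, 8 had an adjusted p of 0.05 or less over all genes, 8 when adjusted over the list alone, and 6 were called. *FOX2* did not pass (log2 fold change -0.18, SE 0.0828, adjusted p = 0.0842 from the same test). With camera the 9 genes, drawn by the paper from these libraries and so not independent evidence, were shifted down (adjusted p = 9.98e-04), and the adjusted p ran from 3.47e-06 with fry to 0.200 with an estimated correlation. From day 0 to day 3, *POT1* rose by 6.09 on the log2 scale in *TRA1* cells and by 0.90 in *tra1_Q3_* cells.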

The β-oxidation pathway and peroxisome proliferation are crucial for chronological aging (Lefevre *et al.* 2013). In yeast, β-oxidation solely occurs in peroxisomes (Hiltunen *et al.* 2003) and strains with defective peroxisomes fail to grow in presence of oleate due to their incapacity to use fatty acid as a carbon source (Lockshon *et al.* 2007). We found that *tra1_Q3_* cells were unable to grow on media containing oleate or myristate, suggesting that they are defective in β-oxidation (Fig. 7b). Because acetyl-CoA produced by β-oxidation serves as an energy source only in respiratory-competent strains, we assessed growth on glycerol. We found that tra*1_Q3_* cells are unable to grow on plates containing glycerol (Fig. 7b). This phenotype along with the reduced lifespan was also recapitulated in a different strain background (Supplementary Fig. 3). Since β-oxidation in yeast is performed solely in peroxisomes, we also analyzed the expression of *PEX34* and *PEX21* in *TRA1* and *tra1_Q3_* cells during the aging process. Pex34 regulates peroxisome biogenesis (Tower *et al.* 2011). Pex21 regulates import of protein into the peroxisomal matrix (Purdue *et al.* 1998). 

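*PEX34* (YCL056C, chromosome III from 26925 to 27359) had 525 ± 59.8 (SD, n = 3) normalized counts in *TRA1* cells and 877 ± 83.9 in *tra1_Q3_* cells at day 0, a log2 fold change of 0.74 (SE 0.0838, adjusted p = 3.74e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At day 3 the counts were 1596 ± 555 and 1029 ± 57.6. The log2 fold change of -0.53 did not pass the threshold (SE 0.222, adjusted p = 0.0638 from the same test). Over the alternatives the adjusted p ran from 9.23e-03, with all 12 libraries in one fit, to 0.160, and DESeq2's Wald test gave 0.0422. Leaving out replicate 2 of aged *TRA1* cells gave -0.23 (adjusted p = 0.0266). The interaction score was 1.37 (SE 0.274, adjusted p = 8.35e-04 from the same test). *PEX21* (YGR239C, chromosome VII from 969187 to 970053) had 1093 ± 202 normalized counts in aged *TRA1* cells and 581 ± 36.7 in aged *tra1_Q3_* cells, a log2 fold change of -0.81 (SE 0.146, adjusted p = 0.00175 from the same test). Adjusted over the list alone, both genes passed at day 3, against 1 of 2 over all genes. The 29 *PEX* genes had a median of -0.17 at day 3, and 5 were called, 2 as higher and 3 as lower.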

Aged *tra1_Q3_* cells show reduced expression of *PEX34* and *PEX21* compared to aged wild-type cells (Fig. 7c). *tra1_Q3_* cells consequently display a reduced number of peroxisomes when labeled with the fluorescent reporter yemRFP-SKL at both day 0 and day 3 (Fig. 7, d and e). Therefore, our data suggest that *tra1_Q3_* cells have defective peroxisome function that might contribute to their reduced CLS.

**Fig. 7.**
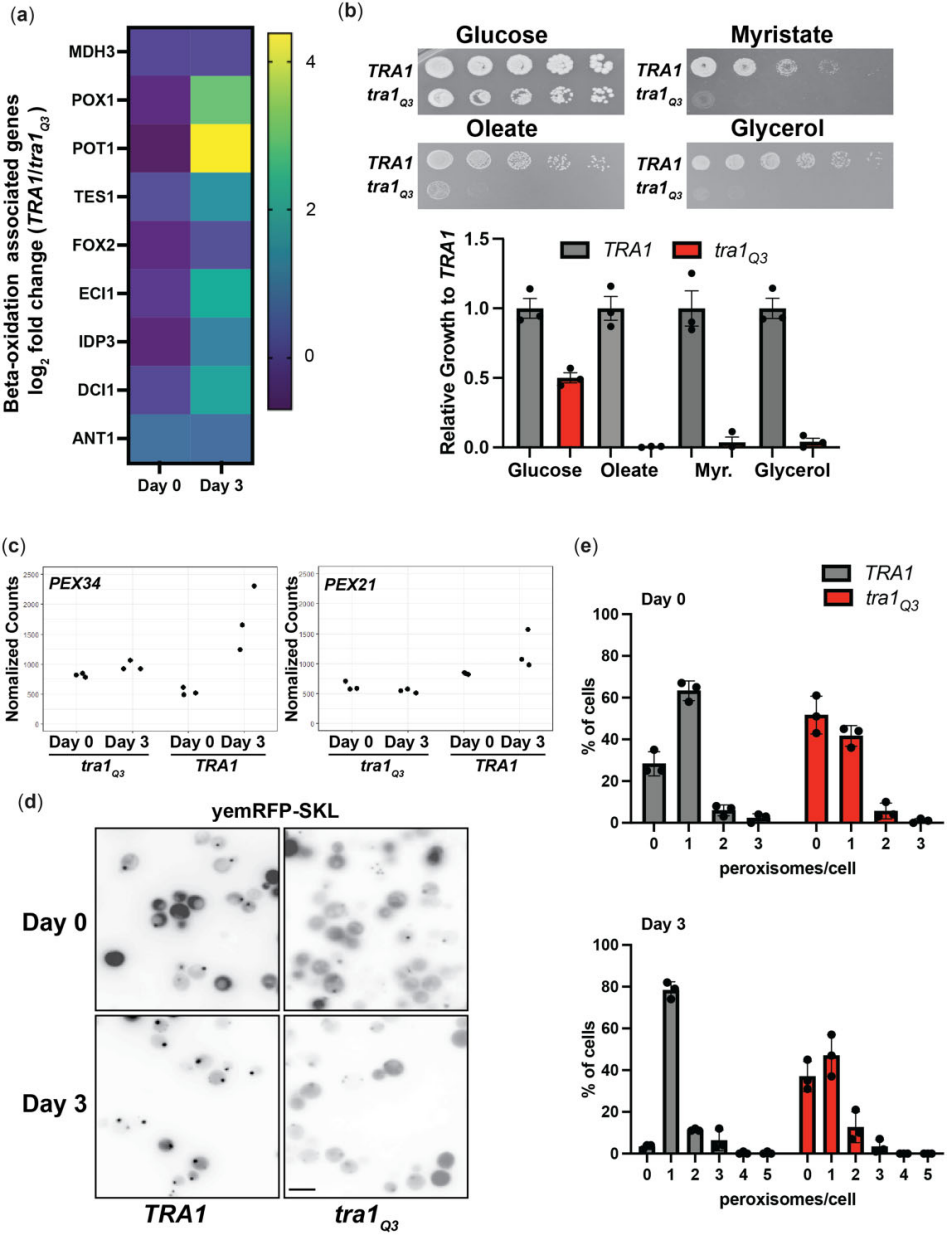
*tra1_Q3_* results in defective peroxisomes. a) Log_2_ fold change (*TRA1/tra1_Q3_*) for beta-oxidation genes at day 0 and day 3. b) *tra1_Q3_* cells show decreased growth in the presence of oleic acid. *TRA1* and *tra1_Q3_* cells were spotted on agar plates containing either glucose (YPD), oleate, myristate, or glycerol as the carbon source. Growth of *tra1_Q3_* cells relative to *TRA1* cells was quantified and is shown in the bar graph. c) Normalized RNA sequencing read counts are shown for *PEX34* and *PEX21* in wild-type *TRA1* and *tra1_Q3_* cells at day 0 and day 3. d) *TRA1* and *tra1_Q3_* cells expressing yemRFP-SKL were imaged using fluorescence microscopy at day 0 and day 3 of the aging process. The number of peroxisomes/cell is shown in bar graphs. Bar: 10 µm.

## Discussion

### A role for Tra1 in chronological aging

Tra1 has been proposed to act as protein–protein hub where it interacts with transcription activators to recruit SAGA and NuA4 coactivator complexes to specific promoters (Elías-Villalobos, Fort, *et al.* 2019). In both SAGA and NuA4, Tra1 regulates multiple stress responses associated with the aging process such as cell wall integrity, ethanol sensitivity, protein misfolding, lipid synthesis, and the response to DNA damage. Thus, Tra1 regulates various aspects of the transcriptional response to the aging process. Interestingly, the Tra1 homolog in *Drosophila*, Nipped-A, is required to maintain proliferative capacity of intestinal stem cells through aging, indicating that Tra1 may play a role in aging across species (Tauc *et al.* 2017).

Caloric restriction impacts multiple stress response pathways that are associated with the aging process, such as those involved in proteotoxic stress (Choi *et al.* 2013; Arlia-Ciommo *et al.* 2018). Here, we also show that caloric restriction alleviates the accelerated aging phenotype associated with the *tra1_Q3_* mutantion. Since our data indicate that the *tra1_Q3_* mutant is subjected to increased stress during aging, it is reasonable to postulate that caloric restriction acts at least in part by alleviating these stresses. Interestingly, while the *tra1_Q3_* cells do not grow on glycerol, their respiratory defect appears to be less than the threshold required for lifespan extension by caloric restriction (Ocampo *et al.* 2012).

This study and previous work using the *tra1_Q3_* mutant (Berg *et al.* 2018; Razzaq *et al.* 2021) support an important regulatory role for the Tra1 PI3K domain, despite the absence of key kinase motifs (McMahon *et al.* 1998; Helmlinger *et al.* 2011). Our previous work showed that Tra1_Q3_ has decreased association with SAGA and NuA components (Berg *et al.* 2018). This included Spt20, which is the preferential Tra1 interactor in both fission and budding yeast (Liu *et al.* 2019; Elías-Villalobos, Toullec, *et al.* 2019; Wang *et al.* 2020). Moreover, Tra1 regulates the incorporation of DUB module components into SAGA (Elías-Villalobos, Toullec, *et al.* 2019). Interestingly, we found decreased expression of DUB components in aged *tra1_Q3_* cells. Whether this is a response to mis-assembly of the complex remains to be determined. Similarly, Leo *et al.* (2018) demonstrated that SAGA, through Gcn5, is essential to properly maintain Ubp8 levels under respiratory conditions. Aging also exacerbated the increase in *TRA1* expression that we previously observed in *tra1_Q3_* cells (Berg *et al.* 2018). The nature of this feedback mechanism remains unclear. Upregulation of *TRA1* is not observed in response to deleting other components of SAGA and NuA4 (Berg *et al.* 2018). *TRA1* expression is also upregulated upon protein misfolding stress (Jiang *et al.* 2019). Therefore, it is reasonable to postulate that increased proteotoxic stress associated with the aging *tra1_Q3_* allele plays a role in this phenotype.

### HAT complexes and lifespan regulation

While we show here that compromising Tra1 function shortens CLS, the role of the different components of the SAGA and NuA4 in aging is complex. Deleting *GCN5* and *SPT20* shortens CLS in winemaking yeast (Orozco *et al.* 2012; Picazo *et al.* 2015). Conversely, deleting the SAGA component *SGF11* extends CLS (Garay *et al.* 2014) indicating that members of HAT complexes can differentially impact the aging process. The SAGA DUB module also regulates replicative aging via its interaction with Sir2 (McCormick *et al.* 2014; Mason *et al.* 2017). Deletion of *GCN5* and its pharmacological inhibition extends replicative lifespan (Huang *et al.* 2020). Therefore, different components of SAGA can differentially affect aging. Arp4 (actin-related protein 4), an essential component of the NuA4 complex, is necessary for chronological aging through its interaction with Hho1 (Miloshev *et al.* 2019). Thus, different components of SAGA and NuA4 can differentially affect aging.

Further studies will be required to determine the role of Tra1 and the impact of the *tra1_Q3_* mutation on the global acetylation of both histone and non-histone substrates. 

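*ACS1* (YAL054C, chromosome I from 42881 to 45022) encodes an acetyl-CoA synthetase. It rose with age from 591 ± 50.5 (SD, n = 3) to 46987 ± 19008 normalized counts in *TRA1* cells, a log2 change of 6.31 (SE 0.369, adjusted p = 1.07e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *tra1_Q3_* cells it rose from 783 ± 259 to 2514 ± 15.4, a log2 change of 1.69 (SE 0.306, adjusted p = 2.51e-04 from the same test). The difference between these changes was 4.63 (SE 0.44, adjusted p = 2.35e-06 from the same test). Replicates 2 and 3 of *tra1_Q3_* cells at day 0 carried transcripts of aged cells. Their excess of *ACS1* over replicate 1 was 426.8 and 446.8 counts, scaled to one library size. This background lowers the rise in *tra1_Q3_* cells and raises the difference, which ran from 4.04 to 4.91 over the alternatives. Between the genotypes the log2 fold change was -4.13 at day 3.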

Interestingly, *tra1_Q3_* prevents upregulation of *ACS1* during aging (Supplementary Table 2). *ACS1* encodes a nucleocytoplasmic acetyl-CoA synthetase whose expression increases during chronological aging (Lesur and Campbell 2004; Wierman *et al.* 2017), presumably to maintain the pool of acetyl-CoA required for histone acetylation (Takahashi *et al.* 2006). *ACS1* null cells consequently display reduced CLS (Marek and Korona 2013). This is also in agreement with previous observations that cells deleted for NuA4 and SAGA components (*eaf7Δ* and *gcn5Δ*) display decreased levels of acetyl-CoA (Rollins *et al.* 2017).

Our data also showed that *tra1_Q3_* cells have increased sensitivity to acetic acid (Fig. 3). This is consistent with studies showing the importance of transcriptional regulation in acetic acid tolerance (Dong *et al.* 2017; Vall-Llaura *et al.* 2019; Chaves *et al.* 2021). A direct link to SAGA and NuA4 was suggested by Dong *et al.* (2017) who revealed that acetic acid treatment leads to differential expression of multiple SAGA/NuA4 components. 

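*EPL1* (YFL024C, chromosome VI from 87847 to 90345), a NuA4 gene, had 1881 ± 31.5 (SD, n = 3) normalized counts in *TRA1* cells and 3863 ± 95.0 in *tra1_Q3_* cells at day 0, a log2 fold change of 1.04 (SE 0.0384, adjusted p = 7.25e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At day 3 the counts were 2569.8 ± 393 and 4468 ± 150.3, a log2 fold change of 0.90 (SE 0.117, adjusted p = 3.68e-04 from the same test). Its interaction score of 0.24 was not past the threshold (adjusted p = 0.106 from the same test). The SAGA gene *ADA2* had a log2 fold change of 0.51 at day 0 (SE 0.0575, adjusted p = 3.17e-07 from the same test).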

Similar to what we observed, increased levels of *ADA2* and *EPL1* increase sensitivity to acetic acid (Dong *et al.* 2017). Nonetheless, the impact of acid stress in histone acetylation is complex and involves multiple pathways. Vall-Llaura *et al.* (2019) found that deacetylation by the Sir2 histone deacetylase regulates acetic acid tolerance. In addition, defects in the Set3 histone deacetylase complex are associated with increased tolerance to acid stress, suggesting that histone acetylation plays a protective role (Sousa *et al.* 2013). 

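Among the 904 genes called as higher in aged *tra1_Q3_* cells with a mean of at least 100 normalized counts, *BTN2* ranked 1 and *RGI1* ranked 5 by log2 fold change. With age, *BTN2* rose by 1.14 on the log2 scale in *TRA1* cells (SE 0.223, adjusted p = 4.74e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 6.89 in *tra1_Q3_* cells (SE 0.284, adjusted p = 3.92e-10 from the same test). The rise of *BTN2* in *tra1_Q3_* cells is limited by the transcripts of aged cells in replicates 2 and 3 at day 0. *RGI1*, whose coding sequence lies almost wholly within those of other genes, fell by 1.91 with age in *TRA1* cells (SE 0.196, adjusted p = 1.94e-06 from the same test) and rose by 4.66 in *tra1_Q3_* cells (SE 0.219, adjusted p = 1.20e-09 from the same test).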

Of note, the most upregulated genes in aged *tra1_Q3_* cells, *BTN2* and *RGI1*, are strongly upregulated by acetic acid (Dong *et al.* 2017). This is consistent with these cells experiencing high acid stress and potentially provides an explanation as to why buffering the growth media’s pH alleviates the aging phenotype associated with the *tra1_Q3_* mutation.

### Tra1, mitochondria, peroxisomes, and the aging process

Here, we showed that several genes important for β-oxidation are decreased in *tra1_Q3_* cells after chronological aging. During chronological aging, yeast cells utilize internal fat stores (Goldberg *et al.* 2009). Ultimately, free fatty acids are the substrate for peroxisomal β-oxidation. This process allows cells to produce acetyl-CoA that is used to generate the ATP in the mitochondria required for survival at stationary phase. Thus, cells that lack mitochondrial respiration (i.e. incapable of growing on glycerol) cannot grow on oleate (Lockshon *et al.* 2007). In our case, the absence of growth of the *tra1_Q3_* strain on medium containing oleate as the carbon source (Fig. 7b) could be linked to deficient mitochondrial respiration. In *S. cerevisiae*, Gcn5 and Ubp8 are also required for respiration (Canzonetta *et al.* 2016; Leo *et al.* 2018), a process essential for chronological aging (Pan *et al.* 2011; Ocampo *et al.* 2012).

We previously found that a *TRA1* mutant displays negative genetic interactions with genes associated with mitochondrial function (Hoke *et al.* 2008). This could reflect altered regulation of the retrograde response associated with aging (Kim *et al.* 2004; Jazwinski 2005; Friis *et al.* 2014; Pogoda *et al.* 2021). The mitochondrial retrograde pathway signals to the nucleus via the Rtg proteins (Rtg1, 2, and 3) to upregulate genes associated with mitochondrial stress (Liao and Butow 1993; Ždralević *et al.* 2015). The canonical retrograde target is *CIT2*, which encodes the peroxisomal isoform of citrate synthase. The retrograde pathway regulates expression of several other peroxisomal proteins (Chelstowska and Butow 1995). Retrograde signaling also upregulates other genes involved in the TCA cycle, such as mitochondrial citrate synthase (*CIT1*), aconitase (*ACO1*), and NAD+-dependent isocitrate dehydrogenase (*IDH1*/*2*). Interestingly, we found that these targets of the retrograde pathway are downregulated in aged *tra1_Q3_* (Supplementary Table 2). 

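*ACO1* (YLR304C, chromosome XII from 735212 to 737548) had 64869 ± 6429.9 (SD, n = 3) normalized counts in aged *TRA1* cells and 9174 ± 204 in aged *tra1_Q3_* cells, a log2 fold change of -2.72 (SE 0.135, adjusted p = 5.66e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was the only 1 of *CIT1*, *CIT2*, *ACO1*, *IDH1* and *IDH2* that passed the size threshold. *CIT1* and *CIT2* had log2 fold changes of -0.77 (adjusted p = 0.0029) and -0.70 (adjusted p = 0.00754) from the same test. *IDH1* had -0.40 (adjusted p = 0.0429 from the same test) and lost significance when any single library other than replicate 2 of aged *TRA1* cells was left out, with an adjusted p between 0.0915 and 0.129 in those 5 fits and between 1.33e-05 and 0.454 over all alternatives. *IDH2*, which shares 251 bases with YOR135C, did not differ, with 6365 ± 1558 and 5993 ± 205 normalized counts (log2 fold change 0.01, SE 0.18, adjusted p = 0.96 from the same test). These counts are scaled over all 12 libraries, and in the fit of all 12 the log2 fold change of *IDH2* was -0.087. Its direction changed with the scaling and with the library left out, and without replicate 2 of aged *TRA1* cells it was -0.18. Of the 5 genes, 4 passed at day 3 over all genes and 4 when adjusted over the list alone. At day 0 all 5 were higher in *tra1_Q3_* cells, with a median of 0.51, and with age each of the 5 had a positive interaction score. *CIT2* rose from 7042 ± 305 to 78958 ± 13352 normalized counts in *TRA1* cells and from 11861 ± 453 to 45565 ± 2075 in *tra1_Q3_* cells, with a score of 1.55 (SE 0.164, adjusted p = 5.91e-06 from the same test).

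**Figure D4:**
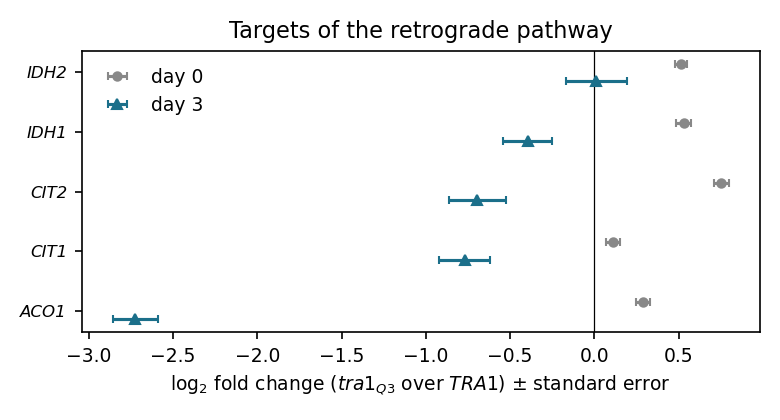
Log2 fold change (*tra1_Q3_* over *TRA1* cells) of the 5 genes at day 0 (circles) and at day 3 (triangles), with standard errors from the fits as bars. The values at day 0 lie between 0.11 and 0.75, and those at day 3 between -2.72 and 0.01.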

While there is debate concerning the incorporation of Rtg2 in the SAGA-like complex (Pray-Grant *et al.* 2002; Adamus *et al.* 2021), our data suggest a role for Tra1 in the regulation of retrograde signaling that could contribute to the changes in peroxisomal gene expression observed in the aged *tra1_Q3_* cells.

Cells carrying deletions in genes encoding other SAGA components display reduced levels of peroxisomal genes (Ratnakumar and Young 2010) suggesting a further link between HAT complexes and peroxisomal biogenesis/functions. Interestingly, cells incompetent for β-oxidation have a less severe aging phenotype than cells devoid of peroxisomes, indicating that other peroxisomal functions are important in regulating CLS (Lefevre *et al.* 2013). Peroxisome proliferation is also associated with the early stage of replicative aging (Deb *et al.* 2022). Free oxidative radicals have long been suggested to regulate the aging process (Harman 1972). Peroxisomes contain catalase that metabolizes hydrogen peroxide and maintains the cellular redox balance (Lismont *et al.* 2015). Efficient import of catalase into the peroxisomes improves longevity in human cells (Koepke *et al.* 2007). Inhibiting human peroxisomal catalase triggers increased mitochondrial reactive oxygen species (Walton and Pizzitelli 2012). In contrast, deletion and pharmacological inactivation of either form of the yeast catalase (*CTT1*, cytosolic; *CTA*1, peroxisomal), is associated with extended CLS (Mesquita *et al.* 2010). It was proposed that lack of catalase in young cells triggers a sublethal level of oxidative stress that allows hormetic adaptation to oxidative stress and, consequently, lifespan extension (Mesquita *et al.* 2010). However, overexpressing catalase also extends the CLS of cells lacking superoxide dismutase (*Δsod1*) showing that catalase levels are indeed important to alleviate oxidative damage associated with aging (Rona *et al.* 2015). Therefore, inability of *tra1_Q3_* cells to properly regulate catalase expression likely has an important role in chronological aging. This is supported by previous studies showing that SAGA plays a major role in the transcriptional response to oxidative stress (Huisinga and Pugh 2004; Sansó *et al.* 2011; Kim *et al.* 2019).

### Perspectives and conclusions

In conclusion, our work offers insight into how Tra1 regulates gene expression associated with several stress pathways such as regulation of cell wall integrity, mitochondria respiration and peroxisomal function that are crucial for chronological aging. Given the growing evidence that chronologically aged yeast cells form a heterogeneous population of quiescent and nonquiescent cells (Allen *et al.* 2006; Aragon *et al.* 2008; Miles *et al.* 2013; Mohammad *et al.* 2020), it will be important to define how transcriptional regulators like Tra1 and other SAGA/NuA4 components regulate gene expression, histone acetylation and chromatin accessibility within the aging population.

## Supplementary Material

jkac287_Supplementary_Data

## Data Availability

Strains and plasmids are available upon request. Gene expression data are available at GEO with the accession number: GSE206033. Supplemental material is available at G3 online.

# Supplementary material for: Tra1 controls the transcriptional landscape of the aging cell
**Source:** G3 (Bethesda). 2022 Oct 31;13(1):jkac287. doi: 10.1093/g3journal/jkac287
**Supplement:** jkac287_Supplementary_Data

**Figure S1: Cell viability of wild-type and *tra1_Q3_* cells at day 0 and 3**. **(A)** *TRA1* and *tra1_Q3_* cells were grown for the indicated time in standard synthetic complete medium and spotted on agar plates. **(B)** *TRA1* and *tra1_Q3_* cells were grown for the indicated times in standard synthetic complete medium and stained with propidium iodide to measure cell survival. Normalized survival rates over the aging process and calculated survival integrals are shown in bar graph.

**Figure S2: Rlm1 associations with differentially downregulated genes in the aged *tra1_Q3_* strain**. The experimental evidence underlying each regulatory association (solid lines for DNA-binding evidence; dashed lines for expression evidence), as well as the sign of the interaction—positive (green), negative (red), positive and negative (brown), or undefined (black) are shown.

**Figure S3: *tra1_Q3_* cells display reduced longevity, impaired growth on glycerol and increased sensitivity to oxidative stress in the BY4742 background.**  **(A)** *TRA1* and *tra1_Q3_* cells were grown for the indicated time in standard synthetic complete medium and spotted on agar plates. *TRA1* and *tra1_Q3_* cells at day 1 were also spotted on agar plates containing glycerol as the carbon source. **(C)** *tra1_Q3_* cells are sensitive to diamide. *TRA1* and *tra1_Q3_* cells were spotted onto agar plates without (untreated) or with 1 mM diamide.

# Supplementary material for: Tra1 controls the transcriptional landscape of the aging cell
**Source:** G3 (Bethesda). 2022 Oct 31;13(1):jkac287. doi: 10.1093/g3journal/jkac287
**Supplement:** jkac287_Supplementary_Data

**Table S1**

| Strain | Genotype | plasmid | References |
| --- | --- | --- | --- |
| YPL611 | *W303a derivative*  *MATa ade2-1 can1-100 trp1-1 leu2-3 his3-11 ura3-1*  *URA3-Flag^5^-TRA1-HIS3* | YCplac111-  *DED1pr-YHR100* | This study |
| YPL612 | *W303a derivative*  *MATa ade2-1 can1-100 trp1-1 leu2-3 his3-11 ura3-1*  *URA3-Flag^5^-TRA1-HIS3* | YCplac111-  *DED1pr-YHR100* | This study |
| CY4353 | *MATα his3Δ0 leu2Δ0*  *ura3Δ0 TRA1-HIS3* | YCplac111-  *DED1pr-YHR100* | [(Hoke *et al.* 2008)](https://paperpile.com/c/MAGTIx/UFg5) |
| CY6582 | *MATα his3Δ0 leu2Δ0*  *ura3Δ0 tra1_Q3_-HIS3* | YCplac111-  *DED1pr-YHR100* | [(Berg *et al.* 2018)](https://paperpile.com/c/MAGTIx/SE89) |

How the deposited data were processed for this re-analysis (not part of the article)

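The data are RNA sequencing counts from 12 libraries of *S. cerevisiae*, with 3 biological replicates each of *TRA1* and *tra1_Q3_* cells at day 0 and at day 3. The replicates of aged *tra1_Q3_* cells are numbered 2, 3 and 4. The paper states that cells were grown to saturation, diluted into minus-leucine medium and sampled at day 0 and after aging to day 3, and that total RNA was converted into TruSeq libraries with poly dT enrichment. The sample labels differ from the paper here, since they name growth to mid-log phase, synthetic complete medium and another RNA kit. They also call the libraries stranded.

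The authors trimmed the reads with Trimmomatic at its default settings, aligned them to the S288C R64-2-1 genome with STAR, kept uniquely mapping reads and counted them on coding sequences with featureCounts. The deposited values are raw counts per gene, without normalization. The program line in the table shows that fragments with both ends mapped were counted, and it gives no option for strand or for reads that overlap a pair of genes, so strand was ignored, and reads in such overlaps can be lost. Each library has a column of counts for pairs and a column for reads that lost their mate in trimming, and these were added. The paper tests the counts with DESeq2 at a Benjamini-Hochberg adjusted p of 0.05. The table holds 6691 genes and 1 entry without a gene name, which pools 6 coding segments and 0.0851% of the counts and was left out of library sizes and tests. Of the genes, 6008 matched the reference annotation by locus tag, 6006 of them with the same start and 6005 with the same end. Coding sequences of 1323 genes overlap another one.

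Totals per library ran from 20662125 to 28079682 counts. A gene at the filter of 10 counts in 3 libraries is thus measured with few reads, and 3 counts were taken as the floor. The median chi-square ratio between replicates, where 1 stands for counting error alone, was 2.84 to 4.45 within 3 of the 4 groups. Among aged *TRA1* libraries it was 10.2 between replicates 1 and 3, and 77.1 and 80.5 for the pairs with replicate 2.

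Counts were fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization, glmQLFit and glmQLFTest. The genotypes were compared within each day, and the interaction and the changes with age were taken from 1 fit with a mean for each of the 4 groups. Gene lists were tested with camera in limma 3.58.1 on voom values, at a preset correlation of 0.01, with adjustment over 20 lists. Centered log ratios used 0.5 added to each count. Simulation, tables and figures used Python 3.11 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The genes named are those the paper names with an expression statement or draws in Figs 4 to 7. In addition, for each comparison, the 3 called genes with the largest positive and the 3 with the largest negative value were named, among those with non-overlapping genotypes and a mean of at least 100 normalized counts in the higher group.

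The scripts were tested on simulated data drawn from the real means and library sizes, with 200 genes changed by a known factor. The change was 2 on the log2 scale within a day and 3.5 for the interaction, and genes with low counts were not changed. Both edgeR and DESeq2 recovered 200 of 200 genes in each comparison, which does not test smaller changes. Far more genes differ in the real libraries, and the simulation leaves out the shared deviation of replicate 2 of aged *TRA1* cells. The rates of false calls need not hold there. At an adjusted p of 0.05, edgeR made 7 false calls among 207 at day 0 (6108 genes), 16 among 216 at day 3 (6188 genes) and 11 among 211 for the interaction (6228 genes). DESeq2 made 6 among 206, 30 among 230 (13.0%) and 34 among 234 (14.5%), so its calls near 0.05 at day 3 and in the interaction are less certain.

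The lists taken from the paper are the SAGA, SAGA DUB module, NuA4, misfolded protein stress, oxidoreductase, β-oxidation, peroxisomal and retrograde genes, the catalases and the peroxins named. The lists drawn up here are the *PEX* genes, Zap1 targets, antioxidant enzymes, glucose-derepressed genes, cell wall integrity genes, mitochondrially encoded genes, marker genes of the strains and mating type genes. The Zap1 list was drawn up after the start of Table S2 had been read.

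The alternatives were DESeq2 1.42.0, its size factors, library totals, upper quartile normalization, no filter on low counts, other thresholds, glmTreat, a replicate block, 1 fit of all libraries, fry, camera with an estimated correlation, and each library left out in turn. Counts of pairs alone, DESeq2 without a filter, and the removal of aged profiles from replicates 2 and 3 of *tra1_Q3_* cells at day 0 were added after seeing the data. Enrichment of Gene Ontology terms and of Rlm1 targets was not analysed here, nor were the growth, viability and imaging experiments.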

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

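The tests of other splits of the libraries, growth stage, chromosome copies, mitochondrial DNA and the scaling of *TRA1* were set before the data were examined. So were the gene lists other than the Zap1 targets, the marker genes of the strains and the mating genes. The Zap1 targets were listed after the start of Table S2 had been read. The plan written in advance does not name the marker and mating gene lists. Their adjusted p values are therefore not taken as tests set in advance. The tests of GC content, carry-over, mating type, poly(A) tails and shared copies were chosen only after the result was seen. Changes are *tra1_Q3_* over *TRA1* cells on the log2 scale unless stated, and camera's adjusted p covers 20 lists. With a correlation estimated from the data, none of the lists passed, and the lowest adjusted p was 0.118. Library totals in place of TMM normalization moved the median of all genes from -0.02 to -0.31 at day 3 and from 0.15 to 0.26 for the interaction.

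The Zap1 targets, which the paper does not discuss, were lower in *tra1_Q3_* cells on both days. Their median was -0.85 at day 0, with 14 of 14 genes lower (camera adjusted p = 2.12e-08), and -2.43 at day 3, with 14 of 14 lower (camera adjusted p = 1.78e-04). The medians lay between -0.94 and -0.79 at day 0 and between -2.72 and -2.43 at day 3 under the other scalings. After removal of the trend with GC content and coding length they were -0.81 and -2.45, which argues against that trend as the whole cause. The list is not independent of these libraries, since the start of Table S2 had been read when it was drawn up. The genotype itself, and any difference in zinc between the cultures, stay open and were not tested.

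Mitochondrially encoded transcripts, also outside what the paper discusses, were higher in *tra1_Q3_* cells. Of 28 genes, 16 could be tested at day 0, with a median of 1.18, and 23 at day 3, with a median of 2.93. The camera adjusted p was 2.11e-04 at day 0 and 2.41e-06 at day 3. Their share of all counts was 0.00921% to 0.0103% in *TRA1* and 0.0158% to 0.0174% in *tra1_Q3_* cells at day 0, and 0.0237% to 0.0323% against 0.0910% to 0.128% at day 3. The interaction median of -1.05 marked them as different between the days. A loss of mitochondrial DNA in *tra1_Q3_* cells would leave almost no such counts, but the lowest *tra1_Q3_* library held 3691 of them, and the 3 *TRA1* libraries at day 0 held 2349 to 2655. Transcripts without a poly(A) tail that pass the poly-dT enrichment are a candidate explanation. Reading frames in the rRNA locus, which would pass the same way, were higher in 7 of 7 cases at day 3, with a median of 2.09, and in 6 of 6 at day 0, with a median of 1.57. Replicate 2 of aged *tra1_Q3_* cells, the highest for the mitochondrial genes at 1.46 times the mean of the other replicates, was also the highest for these frames at 1.72 times. A true rise of mitochondrial transcripts stays open beside it.

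The marker genes of the strains (*HIS3*, *URA3*, *LEU2*, *TRP1*, *ADE2*, *CAN1* and *GEP4*) had a median of -0.69 at day 0, with 7 of 7 lower (camera adjusted p = 2.65e-04), and an interaction median of -1.25. At day 3 the median was 0.45, between 0.15 and 0.45 under the other scalings, and not past the threshold with camera (adjusted p = 0.0882), though it was with fry (8.61e-04). After removal of the trend with GC content and coding length the medians were -0.65 at day 0 and -1.48 for the interaction, so that trend is not the whole cause. Whether the strains differ at these loci was not tested, and neither was an effect of the medium, for which the sample labels and the paper differ.

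Most mating genes of both types were higher in *tra1_Q3_* cells. The a list (*MFA1*, *MFA2*, *STE2*, *STE6* and *BAR1*) had a median of 1.23 at day 0 (camera adjusted p = 1.70e-04) and 2.54 at day 3 (camera adjusted p = 1.66e-03), higher in 5 of 5 genes on both days. The α list (*MF(ALPHA)1*, *MF(ALPHA)2*, *STE3* and *SAG1*) had a median of 3.23 at day 0, higher in 4 of 4 (camera adjusted p = 2.11e-04), and 2.51 at day 3, higher in 3 of 4 (camera adjusted p = 0.108, fry 1.19e-04), where *MF(ALPHA)2* was lower with -0.60. The interaction medians were -1.03 and 1.72, neither past the threshold with camera and both with fry (2.52e-04 and 7.85e-06). The trend with GC content and coding length left medians of 1.06 and 2.17 for the a list and 3.21 for the α list at day 0, which argues against it as the whole cause. A switch of the *tra1_Q3_* strain from a to α would lower the a genes, and their median of 1.23 speaks against it. Cells of the α type mixed into the *tra1_Q3_* cultures would add α transcripts and induce pheromone genes in the a cells. Of 19 genes induced by pheromone, 16 were higher at an adjusted p of 0.05 at day 0, with a median of 0.88 over the list, and 9 at day 3, with a median of 0.58. At that limit *FUS3* (-1.53), *KAR4* (-1.01) and *FUS2* (-0.36) were lower at day 3, and *FUS3* (-0.16) was lower at day 0. This cannot be told apart from a release of α genes within *tra1_Q3_* cells, since the α pheromone made by the same cells could act on them too.

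The glucose-derepressed genes were lower in aged *tra1_Q3_* cells, with a median of -3.40 and 17 of 18 lower (camera adjusted p = 4.61e-07), and had an interaction median of 3.99. Of these 18 genes, 5 also belong to lists the paper drew from these libraries (*MLS1*, *ACS1*, *MDH2*, *IDP2* and *ADH2*). GC content and coding length left -3.62 and 3.98. Several genes of the list, among them *MLS1*, *ICL1*, *PCK1* and *ACS1*, carried transcripts of aged cells in replicates 2 and 3 of *tra1_Q3_* cells at day 0. This background raises their scores, so the size of the interaction median is uncertain. An earlier growth stage of the *tra1_Q3_* cultures on the same course may explain this list, since 16 of the 18 genes lay inside the interval between the *TRA1* means at day 0 and day 3. Among all genes called at day 3, 80.3% (1595 of 1986) lay outside that interval, and 60.2% when only genes called with age in *TRA1* cells were counted. A straight course between the 2 days would put few genes outside, since libraries simulated on one put 2.62% outside on average and 7.92% at most. A real course with genes that peak or dip between the days was not simulated. As no library was taken between day 0 and day 3, an earlier growth stage cannot be told apart from an effect of the genotype for the aged cells at large.

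With camera at the preset correlation, the effect of the genotype differed between the days for 4 of the paper's lists, by the test of the interaction. Fry also passed other lists of the paper, which are given further below. The median score was -2.76 for the misfolded protein stress genes (camera adjusted p = 8.72e-06), 1.70 for the β-oxidation genes (camera adjusted p = 4.45e-03), 2.96 for the peroxisomal genes named in the text (camera adjusted p = 6.50e-03) and 1.02 for the retrograde targets (camera adjusted p = 0.0200). With the trend of GC content and coding length removed, the medians were -2.97, 1.73, 2.85 and 0.86, so this trend is not the whole cause. The paper drew the misfolded protein stress, β-oxidation and peroxisomal lists from the same libraries, so their adjusted p values are not independent evidence. It describes the retrograde targets from earlier work, and whether these libraries guided their choice is not stated. *TRA1* itself had a score of -1.11. Its higher level in aged *tra1_Q3_* cells was not due to the scaling between libraries, since the lowest value under the 3 other scalings was 1.45. The genotype stays open as the cause of these differences, as the paper proposes, and no further test was made.

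Across the genome, 273 genes had a score over 2.5 that differed between the genotypes. In 9 of 100 splits of the libraries, drawn from 200 possible ones and with the real one included, as many genes were called. All 9 part the day 3 libraries by genotype, as 13 of the splits do, and the real one alone among them parts the day 0 libraries as well. The other 8 gave at most 326 genes, while the 87 splits that mixed the genotypes at day 3 gave at most 15. The number of genes past the score threshold thus comes from the difference between aged cells, and the split count does not separate it from how day 0 libraries are grouped. For the calls within a day, 1 of the 10 splits gave as many genes at day 0 and 1 of 10 at day 3, the real one in both cases, and 10 splits cannot give a lower share. At day 3, 1714 genes were called both before and after removal of the trend with GC content and coding length, out of 1964 before. A gained or lost chromosome in the *tra1_Q3_* strain would move a chromosome's median by far more than the farthest one at day 0, chromosome X with 0.064.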

How the results depend on the processing

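Tests added after seeing the data are named as such below. Of 98 values for single genes, 88 kept their direction and their side of the threshold in every alternative run for them. Among the 1631 alternatives for single genes, 1606 left the result unchanged, 10 lost and 7 gained significance and 8 reversed it. For 30 list values, 424 of 465 alternatives left them unchanged, 24 lost and 16 gained significance and 1 reversed. The gains include those with fry, which tests another question than camera. For the 11 counts and descriptive values, 150 of 170 left them within the limits set, and 20 moved them. The cause was not tested unless stated.

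The counts of genes depended on the threshold by construction. At day 0, 62 genes passed a log2 fold change over 2 and 192 a glmTreat test against 1. At day 3 these were 501 and 1237. For the interaction, 494 genes passed a score over 2, 1968 a score over 1, and 113 a glmTreat test against 2.5. DESeq2, other scalings, the filter and single libraries left all counts within 1.5 times. With library totals, however, 702 genes were higher and 1463 lower at day 3, against 1018 and 968. Over the fits that each left out one library, the counts ran from 346 to 385 at day 0, from 1924 to 2008 at day 3, from 264 to 284 for the interaction, from 2483 to 2526 for age in *TRA1* cells and from 2844 to 2887 for age in *tra1_Q3_* cells.

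Several results reversed. *IDH2* at day 3 was -0.26 with library totals, -0.0034 with upper quartile normalization, -0.087 with all 12 libraries in one fit, and -0.18 without replicate 2 of aged *TRA1* cells. With single libraries left out it ran from -0.18 to 0.16, and without replicate 2 of aged *tra1_Q3_* cells it was -0.00060. *MID1* at day 3 was -0.14 and the median of the SAGA list -0.18 with library totals. With the fitted shares of the aged profiles removed, *SIP18* was -1.27 and *MLS1* -0.23 at day 0, a reversal that follows from the removed counts.

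Among lists at day 3, camera with an estimated correlation left the misfolded protein stress genes (median 2.77, adjusted p = 0.335) and the β-oxidation genes (median -1.46, adjusted p = 0.200) without significance, while fry gave the oxidoreductase genes significance (median -1.95, adjusted p = 2.77e-04). Over all alternatives the adjusted p of these 3 lists ran from 1.27e-08 to 0.335, from 3.47e-06 to 0.200 and from 2.77e-04 to 0.508. Fry asks whether the genes of a list change and not whether they shift against other genes, so its passes do not check camera's. With fry, the NuA4 (0.00189), retrograde (0.00246), *PEX* (0.0197), marker (8.61e-04) and α mating genes (1.19e-04) also passed at day 3. So did the catalases (5.35e-05) and the peroxins named (0.00536). In the interaction fry passed the oxidoreductase genes (0.0467), Zap1 targets (0.00660), a mating genes (2.52e-04) and α mating genes (7.85e-06). It also passed the SAGA (0.00737), SAGA DUB module (7.85e-06), *PEX* (1.54e-06) and cell wall integrity genes (0.0280) there. The catalases (1.67e-08) and the peroxins named (2.93e-04) passed as well, and camera passed none of these lists in the interaction. Without replicate 2 of aged *TRA1* cells, the retrograde (0.0334), marker (0.0462) and cell wall integrity genes (0.0226) passed at day 3, and without replicate 3 of aged *tra1_Q3_* cells the a mating genes passed in the interaction (0.0296).

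With the replicate number as a replicate block, 376 genes were called at day 0, 1995 at day 3 and 282 for the interaction. The oxidoreductase list at day 3 (median -1.82, adjusted p = 6.39e-04) and the α mating genes passed, and the SAGA DUB module, *CIT1*, *CIT2*, *IDH1* and *HSP26* at day 3 and the score of *IDH2* did not. The numbers do not pair the libraries. Over 10 pairs with the same number the correlation of deviations from the group means ran from -0.102 to 0.0104, with 0 over 0.1, and for different numbers from -0.056 to 0.0885. The block values therefore say nothing about the size of an effect.

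PC1 held 54.4% with genes scaled to unit variance. Across genes, the slope of aged *tra1_Q3_* on aged *TRA1* cells, both taken from *TRA1* cells at day 0, was 0.770. It was 0.751 with library totals and 0.759 over genes called with age in *TRA1* cells, for which 60.2% of the day 3 calls lay outside the *TRA1* interval. Leaving out single libraries gave slopes from 0.755, without replicate 2 of aged *TRA1* cells, to 0.774 and shares from 80.1% to 80.4%. The chromosome median farthest from 0 was -0.12 at day 0 and -0.42 at day 3 with library totals, which shift all genes. Over genes with at least 100 counts it was -0.34 at day 3. It ran from 0.064 to 0.082 at day 0 and from -0.29 to 0.25 at day 3 with single libraries left out, the last without replicate 2 of aged *TRA1* cells.

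Genes near the floor carry few reads, and the transcripts of aged cells in replicates 2 and 3 of *tra1_Q3_* cells at day 0 limit what can be said of genes low at day 0 and high after aging.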

Differences from the paper's values

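The values below come from tests set in advance, except where a setting is said to have been chosen after seeing the values. For 275 values stated in the paper's text or read from Table S2, 0 differed by more than the criteria used, a factor of 1.5 for counts and ratios and, for log2 values, a change of sign or a gap over the larger standard error. Of these, 257 are log2 values of 187 genes in the part of Table S2 that could be read, with a median gap of 0.00976 and a largest gap of 0.29 for Q0010 in the interaction.

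The paper's counts of genes changed are 394 at day 0, 2026 at day 3 and 287 for the interaction, against 372, 1986 and 273 here. DESeq2 without a filter on low counts, which was chosen after seeing the values, gave 394 (219 higher and 175 lower), 2024 (1046 and 978) and 287 (126 positive and 161 negative). The text gives the size threshold of the counts within a day as a log2 fold change over 2. With it, 62 and 501 genes were called, and the paper's numbers lie close to those at a log2 fold change over 1.

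For the *TRA1* fold change at day 0 the paper gives 1.7, against 1.45 here and 1.37 to 1.51 in the alternatives set before the data were examined. The gap is within a factor of 1.5, and none of these reached the paper's value.

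The paper states that all the genes it names for misfolded protein stress are higher in aged *tra1_Q3_* cells. *MID1* was not called, with a log2 fold change of 0.15 and an adjusted p of 0.149 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the alternatives called it, with adjusted p between 0.0595 and 0.706.

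The paper states that the retrograde targets are lower in aged *tra1_Q3_* cells. *IDH2* had a log2 fold change of 0.01 at day 3 with an adjusted p of 0.960 from the same test. Leaving out replicate 2 of aged *TRA1* cells gave -0.18 with an adjusted p of 0.0255, the only alternative under 0.05, and over all of them the adjusted p ran from 0.0255 to 0.998.

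The paper states that *PEX34* is lower in aged *tra1_Q3_* cells. Its log2 fold change of -0.53 had an adjusted p of 0.0638 from the same test. Among the alternatives set before the data were examined, DESeq2 (0.0422), library totals (0.0297), all 12 libraries in one fit (0.00923) and the fits without replicate 2 (0.0266) or replicate 3 (0.0173) of aged *TRA1* cells gave an adjusted p under 0.05, and so did counts of pairs alone (0.0499) and DESeq2 without a filter (0.0431), both chosen after seeing the data. The highest over all alternatives was 0.160.

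The paper names *BTN2* and *RGI1* as the most upregulated genes in aged *tra1_Q3_* cells. Among 904 raised genes with a mean of at least 100 normalized counts, they ranked 1 and 5. By the size of the negative interaction score, *RGI1* with -6.56 and *BTN2* with -5.75 were the highest.

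The paper states that *CTA1* is substantially upregulated with age in *TRA1* but not in *tra1_Q3_* cells and that *tra1_Q3_* prevents the rise of *ACS1*. In *tra1_Q3_* cells *CTA1* rose by 2.67 and *ACS1* by 1.69 on the log2 scale from day 0 to day 3, with adjusted p of 6.90e-06 and 2.51e-04 from the same test, and both rose more in *TRA1* cells, by 4.90 and 6.31. The paper also calls the rise of *CTT1* in *TRA1* cells substantial, and that rise was smaller than the 2.67 of *CTA1* in *tra1_Q3_* cells. By that use of the word, the rise of *CTA1* in *tra1_Q3_* cells differs from the paper's statement. Transcripts of aged cells in replicates 2 and 3 of *tra1_Q3_* cells at day 0 make the rise of *ACS1* look smaller.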

Other observations

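The tests of carry-over, of replicate 2 of aged *TRA1* cells and of chromosome ends were chosen only after the result was seen.

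Transcripts of aged cells were present in replicates 2 and 3 of *tra1_Q3_* cells at day 0. For 8 genes that are high in aged *TRA1* cells (*GRE1*, *MLS1*, *SIP18*, *SPS100*, *DPA10*, *PCK1*, *SPG4* and *PDC6*) the median level was 0.902% and 0.829% of that in aged *TRA1* cells in these replicates, against 0.0987% in replicate 1 and 0.115% to 0.205% in the *TRA1* libraries at day 0. Over 79 genes high in aged cells, 78 and 76 were higher than in replicate 1. A share of 0.738% of the aged *TRA1* profile with 0.443% of the aged *tra1_Q3_* profile in replicate 2, and 0.690% with 0.390% in replicate 3, explained 97.6% and 97.7% of the excess, and 75 and 73 of the 79 genes lay within 2-fold of the fitted excess. Among abundant genes *ADH4*, *ZPS1* and *ZRT1* went against fixed shares, with an excess of -11.4, 18.3 and 188.4 counts, scaled to one library size, in replicate 2 against 330.2, 181.5 and 807.0 fitted, and of -64.4, 10.3 and 341.5 in replicate 3 against 308.4, 169.5 and 750.9. The reason for these exceptions was not tested. Leftover aged *tra1_Q3_* cells in the cultures cannot be the only source, since the aged *tra1_Q3_* profile alone explained 36.6% at most. As a partial source they stay open, because the aged *TRA1* profile alone explained 85.2% and 86.6%, less than both shares together. Reads or RNA carried over from the aged samples are a candidate explanation for most of these genes. Whether it happened in handling, library preparation or sequencing was not tested. Carry-over was not the cause of most raised calls at day 0, because 188 of the 203 raised genes were still raised once the fitted shares were removed. The 15 others included *SIP18*, *MLS1*, *DPA10* and *PDC6*. The 169 lowered genes were still lowered, and 190 were lowered after the removal. This does not test them, since taking counts out of *tra1_Q3_* libraries pushes genes toward a decrease. In aged *tra1_Q3_* cells, 5 of the 8 genes were under 2 percent of the aged *TRA1* level, the lowest being *PDC6* with 1.40%, so the same kind of background could limit their log2 fold changes at day 3.

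Replicate 2 of aged *TRA1* cells differed from replicates 1 and 3 by more than 1 on the log2 scale in 307 of 6208 genes, while 6 genes differed as much between the other two. An admixture of aged *tra1_Q3_* RNA would move these genes toward the aged *tra1_Q3_* level, but 41.4% lay on the other side. For an earlier point on the course from young to aged *TRA1* cells, 33.9% lay away from the young level and the others toward it. With no library between the days this stays open, and no cause was found.

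Genes within 10000 bases of a chromosome end were raised at day 0 more often than others, 17 of 88 (19.3%) against 2.91%. Among genes whose windows occur once in the genome it was 5 of 40 (12.5%) against 2.30%. Reads shared between near-identical copies cannot be told apart from a change at chromosome ends, because 5 genes are too few to decide.

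The antioxidant enzymes (29 genes) had a median of -0.18 at day 0 and -0.26 at day 3, with 10 called at day 3, 3 as higher and 7 as lower (camera adjusted p = 0.0616 and 0.299). The 20 cell wall integrity genes had medians of 0.14 and -0.29, with 4 called at day 3, 1 as higher and 3 as lower (camera adjusted p = 0.0731 and 0.299). With fry, the antioxidant enzymes (adjusted p = 0.00481) and the cell wall integrity genes (2.19e-04) passed at day 0. Neither list passed with fry at day 3 (0.238 and 0.237). In the interaction fry passed the cell wall integrity genes (0.0280) but not the antioxidant enzymes (0.982). Both lists kept the sign of their day 3 median under the other scalings. For the cell wall integrity genes the adjusted p depended on 1 library, since the median was -0.48 with an adjusted p of 0.0226 without replicate 2 of aged *TRA1* cells. *RLM1* itself had a log2 fold change of -0.83 at day 3.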
